# Spermidine-eIF5A axis is essential for muscle stem cell activation via translational control

**DOI:** 10.1038/s41421-024-00712-w

**Published:** 2024-09-10

**Authors:** Qianying Zhang, Wanhong Han, Rimao Wu, Shixian Deng, Jiemiao Meng, Yuanping Yang, Lili Li, Mingwei Sun, Heng Ai, Yingxi Chen, Qinyao Liu, Tian Gao, Xingchen Niu, Haixia Liu, Li Zhang, Dan Zhang, Meihong Chen, Pengbin Yin, Licheng Zhang, Peifu Tang, Dahai Zhu, Yong Zhang, Hu Li

**Keywords:** Muscle stem cells, Translation

## Abstract

Adult skeletal muscle stem cells, also known satellite cells (SCs), are quiescent and activate in response to injury. However, the activation mechanisms of quiescent SCs (QSCs) remain largely unknown. Here, we investigated the metabolic regulation of SC activation by identifying regulatory metabolites that promote SC activation. Using targeted metabolomics, we found that spermidine acts as a regulatory metabolite to promote SC activation and muscle regeneration in mice. Mechanistically, spermidine activates SCs via generating hypusinated eIF5A. Using SC-specific *eIF5A*-knockout (KO) and *Myod*-KO mice, we further found that eIF5A is required for spermidine-mediated SC activation by controlling MyoD translation. More significantly, depletion of eIF5A in SCs results in impaired muscle regeneration in mice. Together, the findings of our study define a novel mechanism that is essential for SC activation and acts via spermidine-eIF5A-mediated MyoD translation. Our findings suggest that the spermidine-eIF5A axis represents a promising pharmacological target in efforts to activate endogenous SCs for the treatment of muscular disease.

## Introduction

Adult stem cells often exist in a quiescent state and only re-enter the cell cycle to maintain tissue homeostasis or in response to tissue damage^1^. Skeletal muscle homeostasis during muscle regeneration and physiological aging tightly relies on resident muscle stem cells, which are also known satellite cells (SCs)^2,3^. In response to muscle injury, quiescent SCs (QSCs) activate rapidly, re-enter the cell cycle, and then differentiate and fuse to repair muscle^2,4–6^. During aging, there is a progressive decline of muscle mass and strength that is attributed to the defective activation and decreased self-renewal of SCs^7–9^. Therefore, understanding the molecular mechanisms of SC activation could suggest new avenues for treating muscle-degenerating diseases and counteracting muscle aging.

QSCs have a low metabolic rate and small size; they primarily comprise a nucleus surrounded by a thin layer of cytoplasm^10^. QSC activation requires the cellular metabolic state to be shifted to one that better matches the cells’ functional needs; this is termed “metabolic reprogramming”. The switch to glycolytic metabolism observed after QSC activation has been shown to downregulate the metabolite, NAD+ , which regulates QSC activation by directly influencing the epigenome^4^. Moreover, SCs exhibit restricted protein synthesis under quiescence, but undergo a high level of protein synthesis upon activation. However, we know little about the mechanism(s) by which SCs coordinate changes in metabolism and protein synthesis (translational control) to meet activation needs.

Polyamines are biogenic amines known to be involved in cell survival, cell proliferation, and protein synthesis^11^. Importantly, polyamines are also crucial precursors for the hypusination (a posttranslational modification) at a conserved lysine (K50) residue of eukaryotic translation initiation factor 5 A (eIF5A), which is required for all of its known functions as a translation factor^12,13^. Although originally thought to initiate translation, the hypusinated eIF5A (eIF5A^H^) actually promotes general translation elongation and supports the efficient translation of selective mRNA subsets, such as those containing consecutive proline codons^14–16^. Although polyamines have been reported to function in tumorigenesis and B cell activation^17^, we know little about the involvement of polyamine metabolism in controlling the cell fate of muscle stem cells.

Aberrant metabolic rewiring can have pathological consequences. Existing reports indicate that polyamine metabolism is reduced during aging and that, in human epidemiological studies, dietary polyamine uptake correlates with reduced cardiovascular and cancer-related mortality^18,19^. During aging, the progressive declines in muscle mass and strength are attributed to the defective activation and decreased self-renewal of SCs^3,9,20^. However, it is not yet known whether aging SCs can differ metabolically (e.g., in terms of polyamine metabolism) from their young counterparts, and whether this forms the basis for their impaired activation in aging.

Here, we report that spermidine acts as a regulatory metabolite to promote SC activation and muscle regeneration in mice via generating hypusinated eIF5A. Mechanistically, we reveal that eIF5A selectively translates *Myod* mRNAs during SC activation. MyoD has long been used as a molecular marker for SC activation^21,22^, but it was unknown whether MyoD is functionally required for SC activation. Here, we show that MyoD plays a pivotal role for SC activation via eIF5A-mediated translational control. Together, our findings not only suggest a novel role for the myogenic lineage-specific transcription factor, MyoD, during myogenic development, but may further provide a general mechanism by which eIF5A determines lineage specification and cell fate by selectively translating cell lineage-specific transcription factors (TFs) during development.

## Results

### Polyamine levels are significantly increased in activated SCs

QSC activation requires that the cellular metabolism shift to a state that better matches the cell’s functional needs; this shift is termed “metabolic reprogramming”. QSCs have a low metabolic rate, but their activation and entry into the cell cycle are characterized by major metabolic changes. To dissect the metabolic reprogramming that occurs during QSC activation, we performed targeted metabolomics analyses of QSCs and activated SCs (ASCs) (Fig. 1a). QSCs were freshly isolated by fluorescence-activated cell sorting (FACS) from the *tibialis anterior* (TA) muscles of 8-week-old *Pax7-nGFP* mice (Supplementary Fig. S1a). ASCs were FACS-sorted from CTX-injured TA muscles of 8-week-old *Pax7-nGFP* mice at 3 days post-injury (dpi) (Supplementary Fig. S1a). The FACS-resolved QSCs and ASCs were further characterized by examining the expression levels of the marker genes, *Pax7* and *Myod*, respectively (Supplementary Fig. S1b). Subsequently, amino acids and their derivatives in QSCs and ASCs were measured by ultra-performance liquid chromatography-tandem mass spectrometry (UPLC-MS/MS). The levels of 32 amino acids and derivatives showed differences between QSCs and ASCs (Fig. 1b). Nearly all of them were higher in ASCs than in QSCs (Fig. 1b), reflecting the urgent demand for amino acids to support the rapid increase of protein synthesis that occurs upon SC activation.

**Fig. 1:**
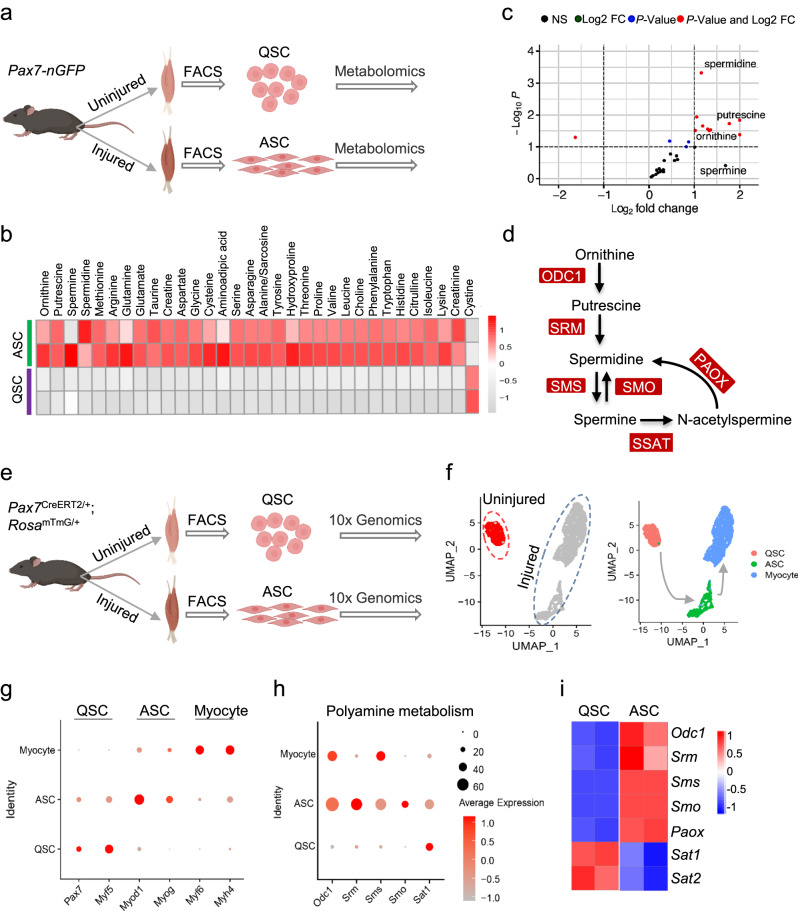
Polyamine levels are significantly increased in activated SCs. **a** Experimental scheme for analyzing metabolic alterations of quiescent satellite cells (QSCs) that were freshly FACS-isolated from uninjured *tibialis anterior* (TA) muscles of 8-week-old *Pax7-nGFP* mice, or activated satellite cells (ASCs) that were FACS-isolated from injured TA muscles on day 3 after cardiotoxin (CTX)-injection. Targeted metabolomics were used with three biological replicates in QSCs and five biological replicates in ASCs, each of which comprised a pool of SCs from 10 mice (for QSCs) or 3 mice (for ASCs). **b** Heatmap showing levels of amino acids and derivatives in ASCs and QSCs, as determined by targeted metabolomics. **c** Volcano plot displaying the most highly altered metabolites (red dots) in ASCs compared to QSCs, as assessed using a cutoff of |log_2_FC ≥ 1| and *P* < 0.05. **d** Schematic diagram showing the polyamine biosynthesis pathway, which involves six enzymes: ornithine decarboxylase (ODC1), spermidine synthase (SRM), spermine synthase (SMS), spermine oxidase (SMOX), spermidine/spermine N^1^-acetyltransferase (SSAT), and polyamine oxidase (PAOX). **e** Experimental scheme for scRNA-seq analysis of QSCs freshly FACS-isolated from uninjured TA muscles of 8-week-old *Pax7*^CreERT2/+^;*Rosa26*^mTmG/+^ mice, or ASCs FACS-isolated from injured TA muscles on day 1.5 after CTX injection. Each biological replicate of scRNA-seq comprises a pool of SCs from five mice (for QSCs or ASCs). **f** Uniform manifold approximation and projection (UMAP) plot showing distinct populations of QSCs and ASCs, as determined by the scRNA-seq described in **e**. **g** Bubble plot showing expression levels of marker genes for QSCs and ASCs, as determined by scRNA-seq. **h** Bubble plot showing the expression levels of polyamine biosynthesis-related genes in QSCs and ASCs, as determined by scRNA-seq. **i** Heatmap showing the expression levels of polyamine biosynthesis-related genes in QSCs and ASCs, as determined by bulk cell RNA-seq^4^.

Interestingly, we found that amino acids and derivatives that are important in the polyamine biosynthesis pathway, including ornithine, putrescine, spermidine, and spermine, were increased in ASCs compared to QSCs (Fig. 1b and Supplementary Fig. S1c). Among them, spermidine was the most highly elevated metabolite in ASCs compared to QSCs (Fig. 1c). We quantified the absolute amount of spermidine and found that the level of spermidine was 2.25-fold higher in ASCs (19.2 μM) than in QSCs (8.5 μM) (Supplementary Fig. S1d). Polyamine biosynthesis in cells is regulated by six enzymes: ornithine decarboxylase (ODC1), spermidine synthase (SRM), spermine synthase (SMS), spermine oxidase (SMOX), spermidine/spermine N^1^-acetyltransferase (SSAT), and polyamine oxidase (PAOX) (Fig. 1d). To further explore the increased levels of polyamines in ASCs, we used single-cell RNA-seq (scRNA-seq) analysis to examine the expression levels of the genes encoding these enzymes in QSCs and ASCs (Fig. 1e and Supplementary Fig. S1e). Our combined analysis clearly demonstrated that three populations of cells, QSCs, ASCs and myocytes, revealed by the dimension reduction analysis with uniform manifold approximation and projection (UMAP) (Fig. 1f) and the heatmap showing differentially expressed genes (DEGs) among the three clusters (Supplementary Fig. S1f). Such three population of cells were validated by examining the levels of the marker genes, *Pax7* and *Myf5* in QSCs, *Myod* and *Myog* in ASCs, and *Myf6* and *Myh4* in myocytes (Fig. 1g). Consistent with the increased levels of polyamines in the ASCs, the expression levels of the genes encoding enzymes for polyamine biosynthesis, including *Odc1*, *Srm*, *Sms*, and *Smo*, were notably upregulated in ASCs compared to QSCs (Fig. 1h). In contrast, *Sat1*, encoding spermine N^1^-acetyltransferase, was significantly downregulated in ASCs compared to QSCs (Fig. 1h). Our observations were further corroborated by analyzing published bulk RNA-seq data from QSCs and ASCs (Fig. 1i and Supplementary Fig. S1g). Collectively, the results of our targeted metabolomic and scRNA-seq analyses show that polyamine levels are significantly increased in ASCs relative to QSCs.

### Blocking polyamine biosynthesis significantly suppresses SCs activation and skeletal muscle regeneration

Given the increased levels of polyamines observed during muscle stem cell activation, we examined the functional role of polyamine during SC activation and skeletal muscle regeneration. SC activation immediately triggers p38 mitogen-activated protein kinase (MAPK) signalling^23^ and MyoD translation^22,23^, which are generally used as early SC activation markers. EdU incorporation is also used to as later marker to monitor ASCs re-entry of cell cycle (G0 to S transition)^5,24–27^. Therefore, we first assessed how inhibition of polyamine biosynthesis affects SC activation by measuring the phosphorylated form of p38 (pp38) and the MyoD protein. The FACS-resolved SCs from *Pax7-nGFP* mice were treated with the ODC1 inhibitor, 2-difluoromethyl-ornithine (DFMO), for 6 h and subjected to western blotting analysis of levels of pp38 and MyoD protein. We observed that DFMO treatments significantly reduced protein levels of pp38 and MyoD (Supplementary Fig. S2a), suggesting that DMFO significantly suppresses SC activation. We further analyzed SC activation on ex vivo cultured single myofibers in presence of the inhibitor DFMO. The single myofibers isolated from the *extensor digitorum longus* (EDL) muscles of C57BL/6j mice were treated with DFMO for 6 h or 24 h (Fig. 2a), subsequently activation of SCs on explanted single myofibers was monitored by immunostaining of pp38 at 6 h (Fig. 2b, c), immunostaining of MyoD at 6 h (Fig. 2d, e), and the EdU incorporation assay at 24 h (Fig. 2f, g). Compared to the vehicle control, DFMO treatment significantly reduced the percentage of pp38^+^ cells (Fig. 2c), MyoD^+^ cells (Fig. 2e), and EdU^+^ cells (Fig. 2g), indicating that blocking polyamine biosynthesis significantly suppresses activation of SCs on ex vivo cultured single myofibers.

**Fig. 2:**
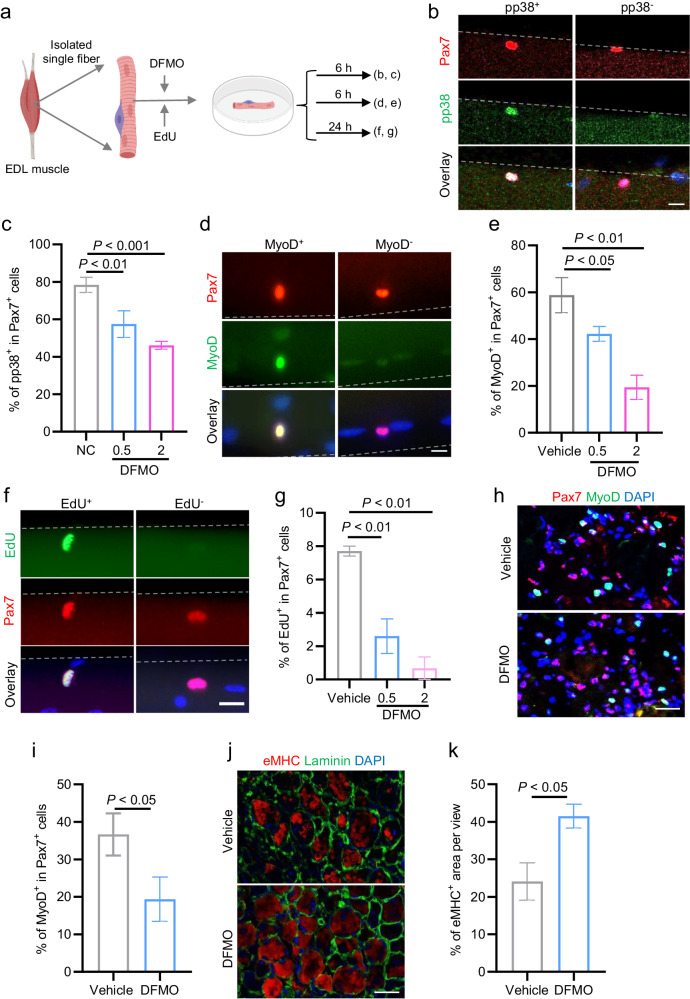
Blocking polyamine biosynthesis significantly suppresses SCs activation and skeletal muscle regeneration. **a** Schematic diagram showing the experimental strategy. Single myofibers isolated from *extensor digitorum longus* (EDL) muscles of C57BL/6j mice were treated with the ODC1 inhibitor, DFMO, for the indicated time points. SC activation was analyzed by immunostaining of phosphorylated form of p38, immunostaining of MyoD and Pax7, and EdU incorporation assay. **b** Representative images of immunofluorescent staining of phosphorylated p38 (pp38, green) and Pax7 (red) on explanted myofibers cultured for 6 h. DAPI (blue) served to visualize nuclei. Scale bar, 10 μm. **c** Percentage of pp38 positive (pp38^+^) cells among the total Pax7^+^ cells on explanted myofibers treated with the indicated dose of DFMO (0.5, 2 mM) for 6 h. Data are presented as mean ± s.e.m. from three independent experiments. One-way ANOVA. **d** Representative images of immunofluorescent staining of MyoD (green) and Pax7 (red) on explanted myofibers cultured for 6 h. DAPI (blue) served to visualize nuclei. Scale bar, 10 μm. **e** Percentage of MyoD^+^ cells among the total Pax7^+^ cells on explanted myofibers treated with the indicated dose of DFMO (0.5, 2 mM) for 6 h. Data are presented as mean ± s.e.m. from three independent experiments. One-way ANOVA. **f** Representative images of immunofluorescent staining of Pax7 (red) and EdU (green) on explanted myofibers cultured for 24 h. DAPI (blue) served to visualize nuclei. Scale bar, 10 μm. **g** Percentage of EdU^+^ cells among the total Pax7^+^ cells on explanted myofibers treated with the indicated dose of DFMO (0.5, 2 mM) for 24 h. Data are presented as mean ± s.e.m. from two independent experiments. One-way ANOVA. **h** Representative images of immunofluorescent staining for Pax7 (red) and MyoD (green) on cryosections of the injured TA muscle treated with DMFO or PBS as vehicle control at 1.5 days post injury (dpi). DAPI (blue) served to visualize nuclei. Scale bar, 50 μm. **i** Percentage of Pax7^+^/MyoD^+^ cells on the immunostained sections described in **h**. Mean ± s.e.m. *n* = 5 for each group. Two-tail Student’s *t*-test. **j** Representative images of immunofluorescent staining for embryonic form of myosin heavy chain (eMHC, red) and laminin (green) on cryosections of the injured TA muscle treated with DMFO or PBS as vehicle control at 5 dpi. DAPI (blue) served to visualize nuclei. Scale bar, 20 μm. **k** Percentage of eMHC^+^ cells on the immunostained sections described in **j**. Mean ± s.e.m. *n* = 5 for each group. Two-tail Student’s *t*-test.

Next, we examined the in vivo function of polyamine in regulating SC activation and muscle regeneration. To this end, the TA muscle of C57BL/6j mice were injured with CTX and intramuscularly administrated with the inhibitor DFMO (10 μg) or PBS as a vehicle control. The SC activation was quantified by immunostaining of Pax7 and MyoD on cryosection of the injured-TA muscle at 1.5 dpi (Fig. 2h). Consistent with the results of our ex vivo experiments, DFMO treatment significantly reduced percentage of Pax7^+^/MyoD^+^ cells (Fig. 2i), indicating that blocking polyamine biosynthesis significantly suppresses SCs activation in vivo. Consequently, the muscle regeneration was compromised in the DFMO-treated mice compared to vehicle controls, evidenced by more embryonic form of myosin heavy chain positive (eMHC^+^) myofibers in DFMO-treated group at 5 dpi (Fig. 2j, k) and smaller size of the centralized regenerating myofibers at 7 dpi (Supplementary Fig. S2b–d). Together, these results show that blocking polyamine biosynthesis significantly suppresses SCs activation and muscle regeneration, indicating polyamine metabolism plays a pivotal role in regulating SC activation and skeletal muscle regeneration.

### Spermidine is required for SC activation and muscle regeneration

Polyamine species include putrescine, spermine and spermidine. To further examine which polyamine species contributed to DFMO-suppressed SC activation, we performed a rescue experiment by supplementing DFMO-treated single myofibers with spermidine, spermine, or putrescine. We observed that the DFMO-suppressed SCs activation was rescued by the exogenously added polyamines, with spermidine showing the greatest rescue efficacy (Fig. 3a), suggesting spermidine plays a critical role for SC activation. Putrescine had no overt effects on SC activation (Supplementary Fig. S3a, b). Although spermine promotes SC activation (Supplementary Fig. S3c), DFMO treatments actually only reduced spermidine levels (Fig. 3b) but no overt effects on spermine levels (Supplementary Fig. S3d). Together, those data suggested that DFMO-suppressed SC activation is attributed to depletion of spermidine.

**Fig. 3:**
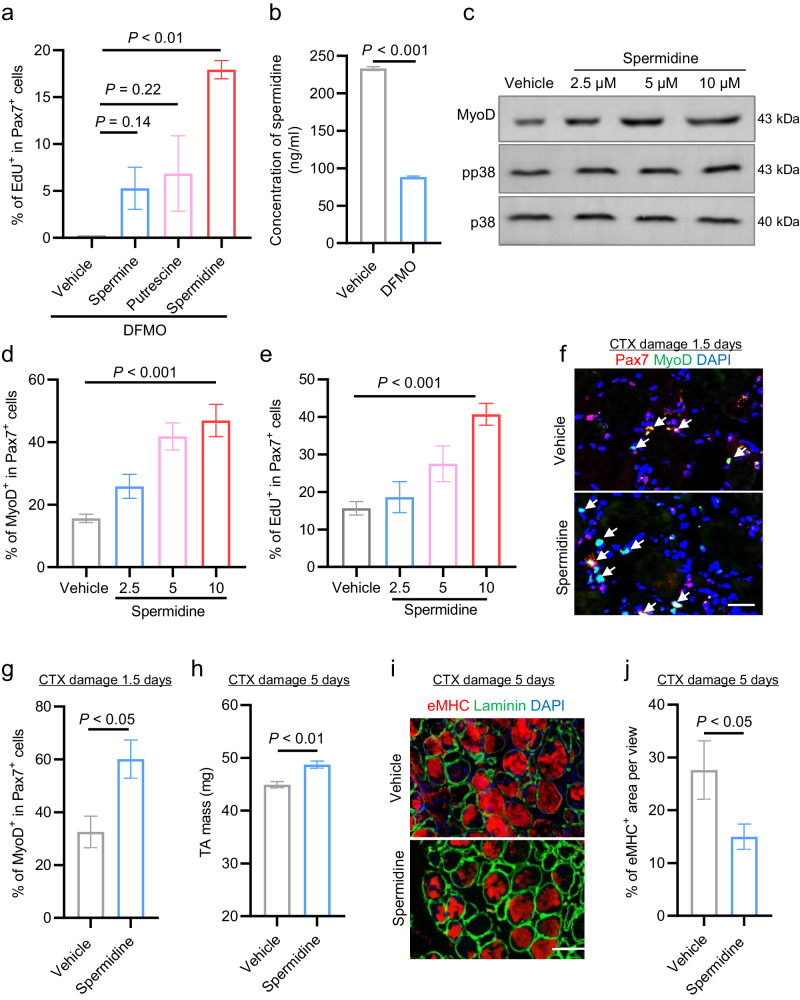
Spermidine is required for SC activation and muscle regeneration. **a** Percentage of EdU^+^ cells among total Pax7^+^ cells in single myofibers treated with 2 mM of DFMO and supplemented with spermine (10 μM), putrescine (10 μM), or spermidine (10 μM). *n* = 4 for each group. Mean ± s.e.m. One-way ANOVA. **b** Spermidine levels in FACS-sorted SCs cultured in presence of 0.5 mM of DFMO for 24 h, measured by LC-MS methods. *n* = 4 for each group. Mean ± s.e.m. One-way ANOVA. **c** Western blotting analysis showing protein levels of MyoD, phosphorylated p38 and total p38 in FACS-sorted SCs treated with the indicated dose of spermidine for 6 h. PBS treatment served as vehicle control. **d** Percentage of MyoD^+^ cells among total Pax7^+^ cells in EDL-derived single myofibers treated with various dose of spermidine (2.5, 5, 10 μM) for 3 h. *n* = 4 for each group. Mean ± s.e.m. One-way ANOVA. **e** Percentage of EdU^+^ cells among total Pax7^+^ cells in single myofibers treated with various doses of spermidine (0, 2.5, 5, 10 μM) for 24 h. *n* = 4 for each group. Mean ± s.e.m. One-way ANOVA. **f** Representative images of immunofluorescent staining for Pax7 (red) and MyoD (green) on cryosections of the injured TA muscle treated with spermidine or PBS as vehicle control at 1.5 dpi. DAPI (blue) served to visualize nuclei. Scale bar, 50 μm. **g** Percentage of Pax7^+^/MyoD^+^ cells on the immunostained sections described in **f**. Mean ± s.e.m. *n* = 5 for each group. Two-tail Student’s *t*-test. **h** Muscle mass of the injured TA treated with spermidine or PBS as vehicle control at 5 dpi. Mean ± s.e.m. *n* = 5 for each group. Two-tail Student’s *t*-test. **i** Representative images of immunofluorescent staining for eMHC (red) and laminin (green) on cryosections of the injured TA muscle treated with spermidine or PBS as vehicle control at 5 dpi. DAPI (blue) served to visualize nuclei. Scale bar, 20 μm. **j** Percentage of eMHC^+^ cells on the immunostained sections described in **i**. Mean ± s.e.m. *n* = 5 for each group. Two-tail Student’s *t*-test.

Next, we further tested whether supplementation of spermidine promotes SC activation. To this end, the FACS-sorted SCs were treated with various dose of spermidine for 6 h and subjected to Western blotting assay for detection of pp38 and MyoD protein. Spermidine treatment significantly increased protein levels of pp38 and MyoD (Fig. 3c), suggesting that spermidine functionally promotes SC activation. We further verified the observation in ex vivo system. The EDL-derived single myofibers were treated with various dose of spermidine for 3 h (Fig. 3d) or 24 h (Fig. 3e), and SC activation was assessed by immunostaining of MyoD (Fig. 3d) or EdU incorporation assay (Fig. 3e), respectively. Compared to PBS treatment (vehicle), spermidine significantly and dose-dependently increased the percentage of MyoD^+^ cells (Fig. 3d) and EdU^+^ cells (Fig. 3e) among total Pax7^+^ SCs, indicating that spermidine acts as a regulatory metabolite in promoting SC activation.

Finally, we examined the in vivo function of spermidine during muscle regeneration by treating damaged TA muscles with 50 ng of spermidine. The SC activation was quantified by immunostaining of Pax7 and MyoD on cryosection of the injured-TA muscle at 1.5 dpi (Fig. 3f). Consistent with the results of our ex vivo experiments, spermidine treatment significantly increased percentage of Pax7^+^/MyoD^+^ cells (Fig. 3g), indicating that spermidine significantly promotes SCs activation in vivo. Consequently, the muscle regeneration was accelerated in the spermidine-treated mice compared to vehicle controls, evidenced by increased muscle mass (Fig. 3h), fewer eMHC^+^ myofibers in spermidine-treated group at 5 dpi (Fig. 3i, j) and greater size of the centralized regenerating myofibers at 7 dpi (Supplementary Fig. S3e, f). Altogether, these results reveal that spermidine acts as a regulatory metabolite in promoting SC activation and skeletal muscle regeneration.

### eIF5A is essential for SC activation and skeletal muscle regeneration

We next investigated the underlying molecular mechanism by which spermidine promotes SC activation. A known function of spermidine is to serve as a substrate for the hypusination of eukaryotic translation initiation factor 5A (eIF5A^H^) at a conserved lysine (K50) residue^16,28^. This metabolically regulated posttranslational modification is required for the activity of eIF5A in regulating protein synthesis from yeasts to human in vivo^12^. As protein synthesis is significantly enhanced during SC activation^11^, we speculated that SC activation might be cooperatively regulated by polyamine metabolism and protein synthesis through the spermidine-dependent hypusination of eIF5A.

To test this possibility, we first examined the expression pattern of eIF5A during SC activation. We found that mRNA levels of *eIF5A* in ASCs were 8-fold higher than those in QSCs (Supplementary Fig. S4a). Strikingly, all freshly isolated QSCs were eIF5A-negative when they were initially placed on EDL single myofibers (0 h) (Fig. 4a, b), and eIF5A-positive (eIF5A^+^) cells were increasingly detected in an activation timing-dependent manner thereafter (Fig. 4a). Of the total Pax7^+^ SCs, 100% were eIF5A^+^ after 18 h of ex vivo culture (Fig. 4b). Consistently, eIF5A protein was detected in FACS-sorted ASCs but not FACS-sorted QSCs (Fig. 4c). Overall, these data demonstrate that eIF5A is an activation-induced protein in ASCs.

**Fig. 4:**
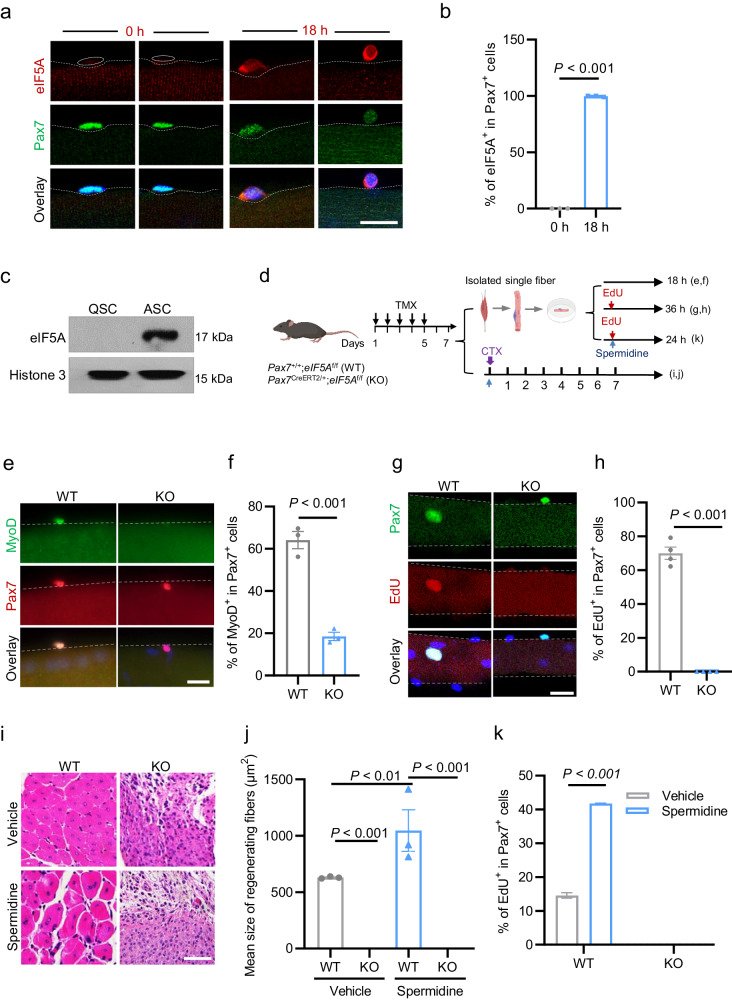
eIF5A is essential for SC activation and skeletal muscle regeneration. **a** Representative immunostaining of eIF5A (red) and Pax7 (green) in EDL-derived single myofibers from C57BL/6j mice that were cultured ex vivo for the indicated durations (0 h, 18 h). DAPI (blue) served to visualize nuclei. Scale bars, 20 μm. **b** Percentage of eIF5A^+^ cells among total Pax7^+^ cells in the single myofibers described in **a**. *n* = 3 per group. Mean ± s.e.m. Two-tail Student’s *t*-test. **c** Western blots showing protein levels of eIF5A in QSCs and ASCs. Histone 3 served as an equal loading control. **d** Experimental scheme for analyzing SC activation and CTX-induced muscle injury and regeneration using *Pax7*^CreERT2/+^;*eIF5A*^f/f^ (KO) and *Pax7*^+/+^;*eIF5A*^f/f^ (WT) control mice on day 2 after completion of a 5-day course of daily intraperitoneal tamoxifen (TMX) injections. **e** Representative immunostaining of Pax7 (red) and MyoD (green) in EDL-derived single myofibers obtained from KO and WT mice and cultured ex vivo for 18 h. DAPI (blue) served to visualize nuclei. Scale bars, 50 μm. **f** Percentage of MyoD^+^ cells among total Pax7^+^ cells in the single myofibers described in **e**. *n* = 4 per group. Mean ± s.e.m. Two-tail Student’s *t*-test. **g** Representative immunostaining of Pax7 (green) and EdU (red) in EDL-derived single myofibers obtained from KO and WT mice and cultured ex vivo for 36 h. DAPI (blue) served to visualize nuclei. Scale bars, 20 μm. **h** Percentage of EdU^+^ cells among total Pax7^+^ cells in the single myofibers described in **e**. *n* = 4 per group. Mean ± s.e.m. Two-tail Student’s *t*-test. **i** Representative H&E-stained cross-sections of TA muscles obtained from KO and WT mice on day 7 after combined treatment of CTX and spermidine or PBS control (vehicle). Scale bars, 100 μm. **j** Mean cross-sectional area of regenerated myofibers with centralized nuclei, measured from the H&E-stained cross-sections presented in **i**; *n* = 3 per group. Mean ± s.e.m. Two-way ANOVA. **k** Percentage of EdU^+^ cells among total Pax7^+^ cells in EDL-derived single myofibers obtained from KO and WT mice treated with 10 μM of spermidine for 24 h. PBS served as a control (vehicle). *n* = 4 for each group. Mean ± s.e.m. Two-way ANOVA.

To investigate the functional role of eIF5A in SC activation and skeletal muscle regeneration, we generated SC-specific *eIF5A*-knockout (KO) mice (*Pax7*^CreERT2/+^;*eIF5A*^f/f^) (Supplementary Fig. S4b) and used *Pax7*^CreERT2/+^ mice as the wild-type (WT) controls. Eight-week-old KO and WT control mice were intraperitoneally injected with tamoxifen (TMX). At 1 week after TMX induction, *eIF5A* knockout efficiency was measured at the mRNA level by real-time RT-PCR and at the protein level by immunofluorescent staining (Supplementary Fig. S4c, d). The results indicated that SC-specific *eIF5A* KO mice had been successfully established.

We then examined the effect of *eIF5A* deletion on SC activation by immunostaining of MyoD and EdU incorporation assays with SCs cultured on EDL-derived single fibers from KO and WT mice (Fig. 4d). We found that the percentage of MyoD^+^ cells among total Pax7^+^ cells on KO myofibers was significantly reduced (Fig. 4e, f). Remarkably, 70% of the total Pax7^+^ SCs grown on WT myofibers were EdU^+^, whereas all SCs grown on KO myofibers were EdU^–^ (Fig. 4g, h), indicating that eIF5A is essential for SC activation. SCs cultured on WT fibers proliferated and formed colonies after 72 h, whereas those cultured on *eIF5A*-KO fibers did not form colonies (Supplementary Fig. S4e, f), suggesting that *eIF5A* KO completely blocked SC activation rather than delaying it. The essential role of *eIF5A* in SC activation was further supported by our observation that SCs were smaller in cell size when cultured on myofibers from KO mice compared to WT controls (Supplementary Fig. S4d, g). The functional requirement of eIF5A was further evidenced by our observation that muscle regeneration was completely blocked in *eIF5A*-KO mice (Fig. 4i, j).

To test whether spermidine activates QSCs through eIF5A, the FACS-resolved SCs from KO and WT mice were treated with spermidine for 6 h and subjected to western blotting analysis. Protein levels of pp38 and MyoD were significantly elevated in spermidine-treated WT SCs, whereas spermidine lost its capability to activate p38 signaling and MyoD expression in SCs from *eIF5A* KO mice (Supplementary Fig. S4h), indicating that spermidine activates SCs dependent on eIF5A. We further corroborated the observation using ex vivo system. SCs cultured on EDL-derived single fibers from KO and WT mice were treated with spermidine for 24 h. EdU incorporation assays indicated that spermidine lost its capability to promote the activation of QSCs isolated from *eIF5A* KO mice (Fig. 4k). Consistently, spermidine was unable to enhance muscle regeneration in *eIF5A* KO mice (Fig. 4i, j). Collectively, these results provide ex vivo and in vivo evidence that spermidine and eIF5A play essential roles in SC activation and skeletal muscle regeneration.

### Spermidine stimulates SC activation by generating hypusinated eIF5A

We next sought to understand how the spermidine-eIF5A axis activates QSCs at the molecular level. Given that the hypusination of eIF5A is required for its function^12^, we hypothesized that spermidine mediates QSC activation via hypusination of eIF5A. The hypusination of eIF5A can be inhibited by N1-guanyl-1,7-diaminoheptane (GC7), an inhibitor of deoxyhypusine synthase (DHPS), which is an essential enzyme for modifying a lysine residue to hypusine in eIF5A^16^. We tested our hypothesis by assessing how eIF5A hypusination blockade affected the SC activation. To this end, the FACS-resolved SCs were treated with various doses (2.5, 5 and 10 μM) of GC7 for 6 h and subjected to western blotting analysis. We observed GC7 dose-dependently reduced protein levels of pp38 and MyoD (Supplementary Fig. S5a). We also analyzed the SC activation on ex vivo cultured single fibers in presence of GC7 (Fig. 5a). GC7 treatment for 6 h significantly decreased percentage of MyoD^+^ cells among the total Pax7^+^ SCs on the explanted single myofibers (Fig. 5b, c). GC7 treatment for 30 h significantly and dose-dependently reduced the percentages of EdU^+^ cells among the total Pax7^+^ SCs in this system (Fig. 5d, e). Consistently, GC7 treatment for 72 h also remarkably reduced number of SC colonies grown on single myofibers (Supplementary Fig. S5b, c). To further verify that spermidine promotes SC activation through the hypusination of eIF5A, we treated SCs cultured on EDL-derived single myofibers with 10 μM of spermidine for 30 h in the presence or absence of GC7 (10 μM). Consistent with our earlier finding (Fig. 3e), spermidine treatment of this system significantly increased the percentage of EdU^+^ cells among the total Pax7^+^ SCs in the absence of GC7 (Fig. 5f), but GC7 treatment completely blocked the ability of spermidine to stimulate SC activation (Fig. 5f).

**Fig. 5:**
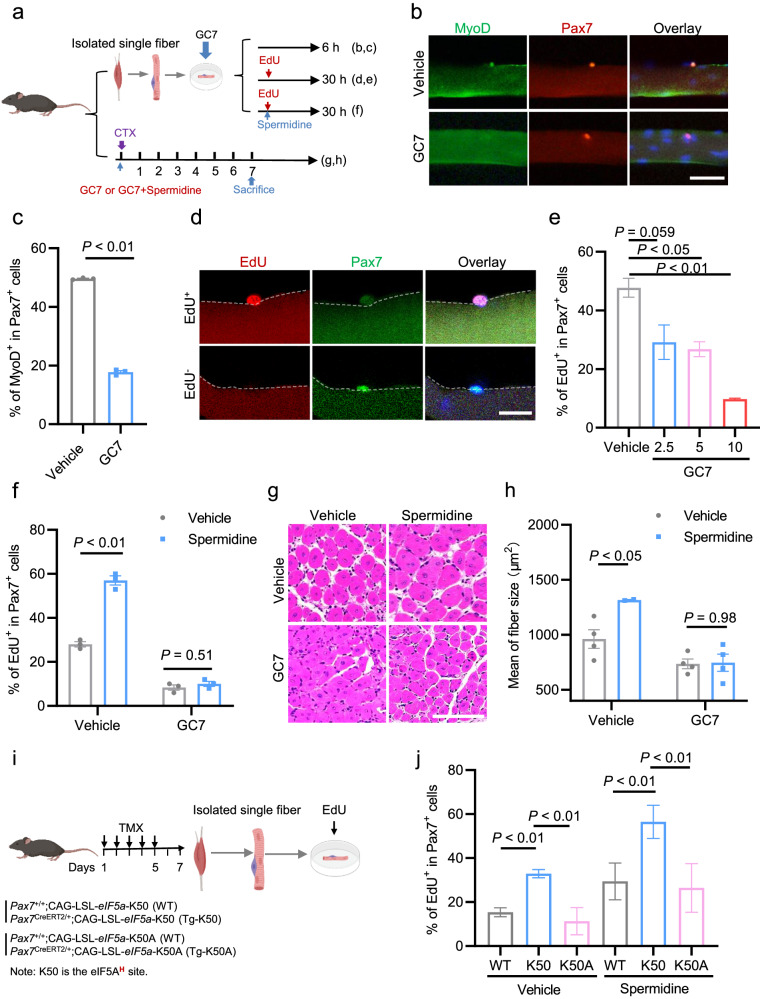
Spermidine stimulates SC activation by generating hypusinated eIF5A. **a** Experimental scheme for analyzing spermidine-mediated SC activation and muscle regeneration in the presence of GC7, an inhibitor of eIF5A hypusination. **b** Representative images of immunostaining for Pax7 (red) and MyoD (green) in EDL-derived single myofibers treated with 10 μM of GC7 for 6 h. DAPI (blue) served to visualize nuclei. Scale bar, 50 μm. **c** Percentage of Pax7^+^/MyoD^+^ cells described in **b**. *n* = 4 for each group. Mean ± s.e.m. Two-tail Student’s *t*-test. **d** Representative immunostaining of Pax7 (green) and EdU (red) in EDL-derived single myofibers obtained from C57BL/6j mice and cultured ex vivo for 30 h. DAPI (blue) served to visualize nuclei. Scale bar, 20 μm. **e** Percentage of EdU^+^ cells among total Pax7^+^ cells in EDL-derived single myofibers obtained from C57BL/6j mice and cultured ex vivo for 30 h with various doses of GC7 (2.5, 5, 10 μM). PBS served as a control (vehicle). *n* = 4 for each group. Mean ± s.e.m. One-way ANOVA. **f** Percentage of EdU^+^ cells among total Pax7^+^ cells in EDL-derived single myofibers obtained from C57BL/6j mice and treated with 10 μM of spermidine in the presence or absence of GC7 (10 μM) for 30 h. *n* = 3 per group. Mean ± s.e.m. Two-way ANOVA. **g** Representative H&E-stained cross-sections of TA muscles obtained from C57BL/6j mice on day 7 after CTX-induced injury and treated with spermidine (50 ng) in the presence or absence of the inhibitor, GC7 (50 μg). Scale bar, 100 μm. **h** Mean cross-sectional area of regenerating myofibers with centralized nuclei, as measured from the H&E-stained sections described in **g**. *n* = 4 per group. Mean ± s.e.m. Two-way ANOVA. **i** Experimental scheme for analyzing SC activation using *eIF5A*-transgenic (TG) mice (*Pax7*^CreERT2/+^;*CAG-LSL-eIF5A*-K50) and mutant form of *eIF5A* (K50A)-transgenic (mutTG) mice (*Pax7* ^CreERT2/+^;*CAG-LSL-eIF5A*-K50A). The corresponding wild-type (WT) controls were *CAG-LSL-eIF5A*-K50 and *CAG-LSL*-*eIF5A*-K50A mice, respectively. **j** Percentage of EdU^+^ cells among total Pax7^+^ cells in EDL-derived single myofibers obtained from WT, TG-K50, and mutTG-K50A mice treated with 10 μM of spermidine for 24 h. PBS served as a control (vehicle). *n* = 4 for each group. Mean ± s.e.m. Two-way ANOVA.

Next, we examined whether pharmacologically blocking the hypusination of eIF5A affects skeletal muscle regeneration in vivo. The TA muscles of 8-week-old C57BL/6j mice were injured with CTX and simultaneously injected with the hypusination inhibitor, GC7 (25 μg and 50 μg) (Supplementary Fig. S5d). Histological analysis at 7 dpi demonstrated that GC7 significantly and dose-dependently reduced the size of regenerating myofibers, which were characterized by centralized nuclei (Supplementary Fig. S5e). This observation showed that inhibition of eIF5A hypusination significantly impairs muscle regeneration in vivo (Fig. 5g, h). We then examined whether spermidine-enhanced muscle regeneration was dependent on eIF5A hypusination. To this end, the CTX-injured TA muscles were injected with either GC7 (50 μg) alone or a combination of GC7 (50 μg) and spermidine (50 ng). Again, blocking eIF5A hypusination with GC7 notably mitigated the ability of spermidine to stimulate skeletal muscle regeneration (Fig. 5g, h).

Finally, the requirement of hypusine-containing eIF5A protein for spermidine-stimulated SC activation was further confirmed by generating transgenic mice with TMX-inducible expression of either WT (CAG-LSL-*eIF5A*-K50, K50) or a loss-of-function mutant eIF5A (CAG-LSL-*eIF5A*-K50A, K50A) in which the hypusine-site lysine residue at position 50 was replaced by an alanine (A) residue (Supplementary Fig. S5f). To specifically express eIF5A in SCs, the mice were crossed with *Pax7*^CreERT2/+^ mice to generate K50 (*Pax7*^CreERT2/+^;CAG-LSL-*eIF5A*-K50) or K50A (*Pax7*^CreERT2/+^;CAG-LSL-*eIF5A*-K50A) mice. The SC-specific expression of WT or mutant eIF5A was induced in 8-week-old K50 and K50A mice intraperitoneally injected with TMX. Then expression of the transgenes of K50 and K50A in SCs of the transgenic mice were assessed by both RT-qPCR (Supplementary Fig. S5g–j) and immunostaining for eIF5A and Pax7 (Supplementary Fig. S5k). Consistent with the results presented in Fig. 4b, the endogenous eIF5A protein was only detected in ASCs of WT mice; in the TMX-treated K50 and K50A mice, however, 70%–80% of QSCs cultured on freshly isolated EDL single myofibers expressed eIF5A protein (Supplementary Fig. S5l). This indicated that the two lines of TG mice had been successfully established. We then asked whether overexpression of eIF5A in QSCs could promote SC activation in undamaged muscle (Fig. 5i). Our EdU incorporation assay showed that overexpression of K50-WT eIF5A promoted SC activation, as evidenced by increased percentages of EdU^+^ SCs compared to those in WT controls (Fig. 5j). However, expression of K50A-mutant eIF5A did not promote SC activation (Fig. 5j). Spermidine failed to increase the number of activated SCs cultured on single fibers isolated from K50A-mutant eIF5A mice (Fig. 5j). These findings further support the notion that hypusinated eIF5A is functionally required for QSC activation.

Taken together, our results obtained from pharmacological inhibition studies and genetic approaches provide compelling evidence indicating that spermidine stimulates SC activation and enhances muscle regeneration via the hypusination of eIF5A.

### Spermidine promotes activation of aged SCs and improves the muscle physiological function of aged mice

It has been reported that impaired activation of QSCs contributes to aging-associated physiological declines in skeletal muscle function. Based on our results showing that endogenous levels of spermidine are required for QSC activation in adult mice, we questioned whether the impaired activation of QSCs in aged mice could reflect aging-related decreases in the levels of endogenous spermidine in SCs. To test this possibility, we firstly examined the expression of genes encoding enzymes for polyamine biosynthesis, including *Odc1*, *Srm*, *Sms*, and *Smo* in SCs isolated from the aged mice. We found that the expression levels of these genes were significantly downregulated in the aged SCs (Fig. 6a). *Sat1*, encoding spermine N1-acetyltransferase, was significantly upregulated in aged SCs compared to young SCs (Fig. 6a), suggesting that polyamine biosynthesis pathways were significantly reduced in aged SCs compared to young SCs. In line with the downregulation of polyamine enzymes, spermidine levels and the ratio of spermidine to spermine were significantly decreased in aged SCs compared to young SCs (Fig. 6b, c and Supplementary Fig. S6a). Consistent with the decreased polyamine biosynthesis in the aged SCs, we also found that the EdU^+^ cell proportion was significantly reduced in aged mice compared to young mice (Fig. 6d, e and Supplementary Fig. S6b, c). Together, these results indicate that there is an association between reduced polyamine biosynthesis and impaired SC activation in aged mice.

**Fig. 6:**
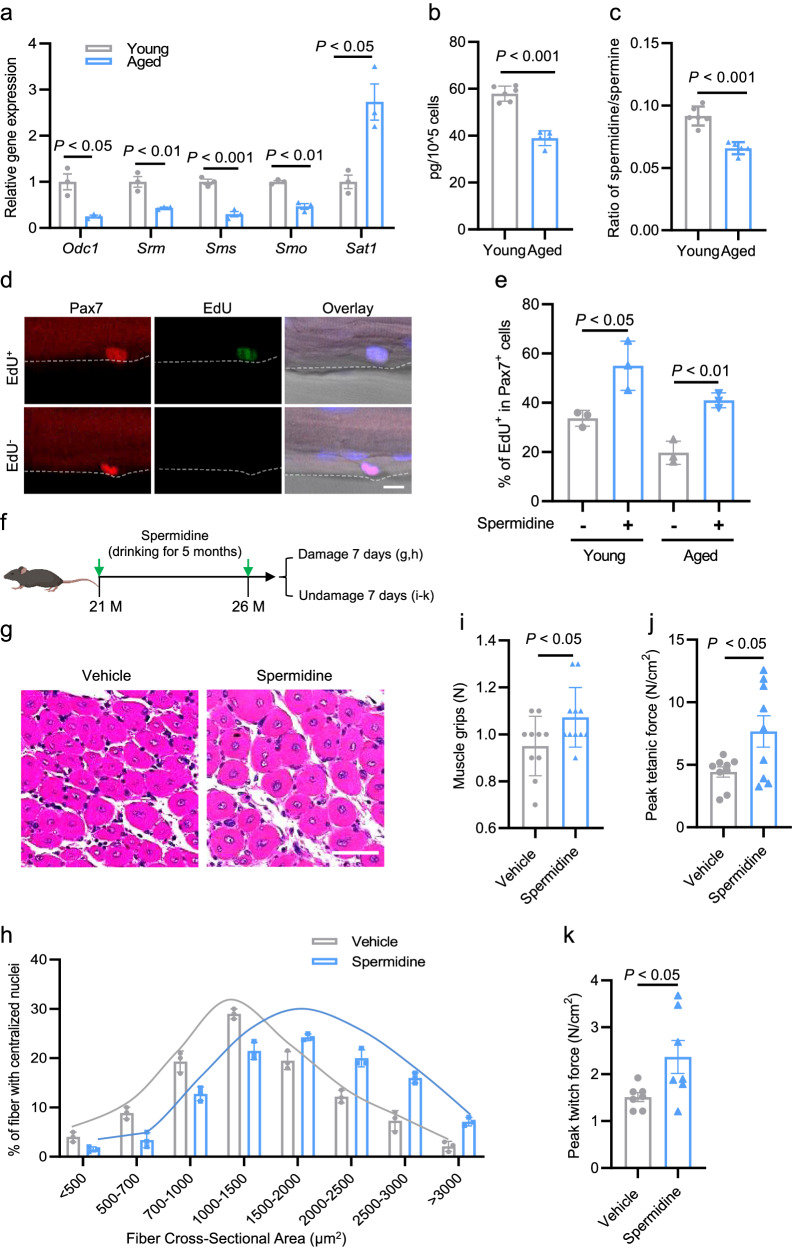
Spermidine promotes activation of aged SCs and improves muscle physiological function of aged mice. **a** Relative expression levels of genes encoding enzymes for polyamine biosynthesis in young and aged SCs, as determined by RT-qPCR. Mean ± s.e.m. Two-way ANOVA. **b**, **c** Level of spermidine (**b**) and the ratio of spermidine/spermine (**c**) in SCs isolated from young (6 months) and aged (30 months) mice. *n* = 5 for each group. Mean ± s.e.m. Two-tail Student’s *t*-test. **d** Representative images showing Pax7^+^ (red) and EdU^+^ (green) cells. DAPI (blue) served to visualize nuclei. Scale bar, 10 μm. **e** Percentage of EdU^+^ cells among total Pax7^+^ cells on single myofibers that were isolated from young and aged mice and treated with 10 μM of spermidine for 36 h. PBS served as a control (vehicle). Mean ± s.e.m. Two-way ANOVA. **f** Experimental scheme for exposure of aged mice (C57BL/6j) to 3 mM spermidine in the drinking water for 5 months, beginning at 21 months of age. **g** Representative images of H&E-stained cross-sections of CTX-injured TA muscle from the aged mice described in **f**. Scale bar, 50 μm. **h** Cross-sectional area of the regenerating myofibers characterized by centralized nuclei, described in **g**. *n* = 3 per group. Mean ± s.e.m. **i** Grip strength of the aged mice described in **f**. *n* = 10 per group. Mean ± s.e.m. Two-tail Student’s *t*-test. **j** Maximal tetanic force induced by in vitro electrical stimulation to elicit tetanic contractions in EDL muscles from the aged mice described in **f**. *n* = 9 per group. Mean ± s.e.m. Two-tail Student’s *t*-test. **k** Peak twitch force induced in EDL muscles of the aged mice described in **f**. *n* = 7 per group. Mean ± s.e.m. Two-tail Student’s *t*-test.

Given that polyamine biosynthesis was significantly induced in ASCs upon activation and reduced in aged SCs, we hypothesized that the impaired activation of aged SCs might be due to the decreased levels of endogenous spermidine in aged mice. To test this possibility, aged QSCs isolated from 18-month-old mice were treated with spermidine (10 μM) for 36 h and activation was assessed by EdU incorporation assay. As found in young QSCs, spermidine treatment significantly increased the percentage of EdU^+^ cells in aged QSCs (Fig. 6d, e and Supplementary Fig. S6b, c).

Next, we investigated whether spermidine supplementation could improve the muscle physiological function of aged mice. To this end, we fed 21-month-old C57BL/6j male mice with spermidine (3 mM) via their drinking water for 5 months (Fig. 6f). Age-matched control animals received regular drinking water. The regeneration capacity and physiological performances of skeletal muscle in aged mice were assessed at the end of the spermidine treatment. We observed that spermidine treatment significantly recovered the muscle regeneration capacity in aged mice (Fig. 6g, h). Spermidine also significantly improved the muscle function of aged mice, as evidenced by elevated muscle grips (Fig. 6i) and enhanced muscle forces (Fig. 6j, k). The improved physiological function of the aged mice was also supported by reduced atrophy marker expression (Supplementary Fig. S6d–g). Collectively, our results indicate that spermidine supplementation contributes to maintaining muscle homeostasis and preventing muscle loss during aging in mice.

### eIF5A selectively translates the *Myod* mRNA in ASCs

To elucidate the molecular mechanism underlying the function of eIF5A in regulating SC activation, we asked whether eIF5A exerts its function through mediating global or selective protein translation in ASCs. To this end, we first screened mRNAs known to be regulated by eIF5A in SCs by performing translational profiling via polysome-seq and monosome-seq analysis of polysome- and monosome-associated mRNAs in primary myoblasts isolated from 3-week-old TMX-induced *eIF5A*-KO mice and their WT littermates (Fig. 7a). Interestingly, the monosome and polysome profiles showed no overt difference between KO and WT cells, suggesting that *eIF5A* KO did not affect global translation in muscle cells (Fig. 7b). Further analysis demonstrated that, among the 21,032 mRNAs assessed by monosome-seq and polysome-seq, only 230 mRNAs had significantly fewer sequenced reads in *eIF5A* KO cells compared to WT controls, indicating that eIF5A selectively regulates the translation of a subset of mRNAs in muscle cells (Fig. 7c, d). To further corroborate this eIF5A-regulated selective translation in SCs, we performed Ribo-seq to calculate the translation efficiency (TE) of the cells used for monosome-seq and polysome-seq. We found that only 14% of mRNAs exhibited decreased translation efficiency in KO cells compared to WT controls (Fig. 7e). Together, these analyses reveal that eIF5A selectively translates a subset of mRNAs in muscle cells.

**Fig. 7:**
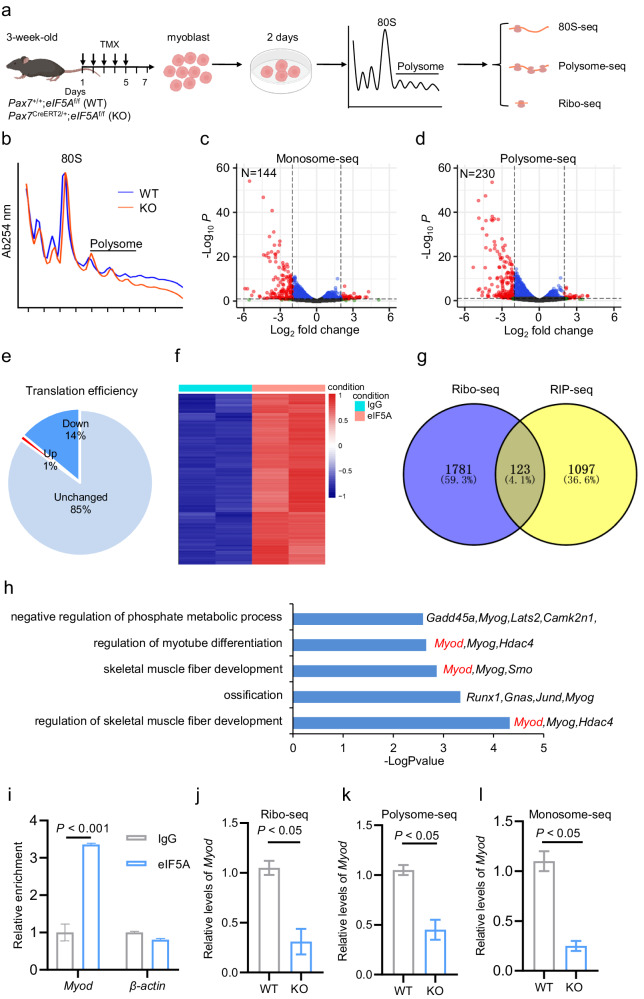
eIF5A selectively translates *Myod* mRNA in ASCs. **a** Schematic diagram showing monosome-seq, polysome-seq, and Ribo-seq analyses performed using primary myoblasts from 3-week-old *eIF5A*-KO mice and WT controls. **b** Profiling of monosomes and polysomes from *eIF5A*-KO (red) and WT control (blue) mice. **c** Volcano plot showing the differential mRNAs between *eIF5A*-KO and WT control mice, as determined by monosome-seq. **d** Volcano plot showing the differential mRNAs between *eIF5A*-KO and WT control mice, as determined by polysome-seq. **e** Pie chart displaying changes of translation efficiency (TE) in *eIF5A*-KO cells compared to WT controls. **f** Heatmap showing 1220 eIF5A-associated RNAs identified by RIP-seq. The RIP experiments were performed with eIF5A antibody using cell lysates of primary myoblasts from 2 to 3-week-old mice. **g** Venn diagram showing the number of overlapped mRNAs between Ribo-seq and RIP-seq. **h** Enriched GO terms of the overlapped mRNAs between Ribo-seq and RIP-seq. **i** Relative enrichment of *Myod* mRNA by RIP-seq analysis. Mean ± s.e.m. Two-way ANOVA. **j** Relative levels of *Myod* in *eIF5A*-KO and WT cells, as determined by duplicate experiments of Ribo-seq. Mean ± s.e.m. Two-tail Student’s *t*-test. **k** Relative levels of *Myod* in *eIF5A*-KO and WT cells, as determined by duplicate experiments of polysome-seq. Mean ± s.e.m. Two-tail Student’s *t*-test. **l** Relative levels of *Myod* in *eIF5A*-KO and WT cells, as determined by duplicate experiments of monosome-seq. Mean ± s.e.m. Two-tail Student’s *t*-test.

To directly identify eIF5A-translated mRNAs, we performed immunoprecipitation with eIF5A antibody followed by RNA-seq (RIP-seq) using primary myoblasts from 2 to 3-week-old mice. The RIP-seq identified 1220 eIF5A-associated mRNAs (Fig. 7f). By overlapping the data from RIP-seq and Ribo-seq, we identified 123 mRNAs which might be more confident eIF5A-translated targets (Fig. 7g). The 123 mRNAs enriched GO terms of myotube differentiation and skeletal muscle fiber development (Fig. 7h). Notably, both *Myod* and *Myog* were in the gene list of those GO terms (Fig. 7h). Given MyoD is a well-documented early marker of SC activation, we focused on RIP-seq and Ribo-seq analysis on MyoD. The RIP-seq analysis revealed that *Myod* mRNA was enriched more than 3-fold in immunoprecipitants with eIF5A antibody compared to IgG controls (Fig. 7i). The Ribo-seq, polysome-seq and monosome-seq showed that the translation efficiency of *Myod* was significantly decreased in *eIF5A*-KO cells compared to WT controls (Fig. 7j–l). Consistent with The Ribo-seq data, western blotting analysis demonstrated that MyoD protein was only detected in WT cells but not in *eIF5A*-KO cells (Fig. 8a). Importantly, the *Myod* mRNA level did not differ between WT and *eIF5A*-KO cells (Supplementary Fig. S7). Together with the previous report that MyoD protein synthesis is translationally regulated during SC activation^22^, thus we proposed that eIF5A might mediate SC activation via controlling translation of MyoD protein.

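The Myod mRNA level was measured by bulk RNA-seq of primary myoblasts, muscle progenitor cells grown in culture, from eIF5A-KO mice and WT littermates at day 2, with 3 libraries per genotype. The authors mapped the reads to the mouse genome assembly mm10 (GRCm38) with HISAT, and deposited a table of raw read counts per gene and a table of FPKM (fragments per kilobase of gene length, scaled to library size). The paper's text does not name the HISAT version, the gene annotation or the counting rules for reads that map to several places. Reads counted on genes numbered 16670415, 17734551 and 16281216 in WT replicates 1 to 3, with a median of 16670415. In the libraries labelled eIF5A-KO they numbered 16830843, 17532515 and 17074429, with a median of 17074429. The FPKM denominators of the authors equalled a median-of-ratios size factor multiplied by the geometric mean of the 6 count totals, so that the FPKM values were already scaled between libraries. From the counts, 14679 of 54532 genes passed the expression filter of edgeR and were tested with TMM normalization, the quasi-likelihood test and Benjamini-Hochberg adjustment over all of them. The replicates of a genotype varied with a biological coefficient of variation of 0.239. The labels give no sequencing batch. Mitochondrial transcripts took 5.75% of the counts in WT replicate 1 and between 2.11% and 3.50% in the other 5 libraries.

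The transcript of the targeted gene was not lower in the libraries labelled eIF5A-KO. Eif5a (ENSMUSG00000078812) lies on the minus strand of chromosome 11 from 69916714 to 69921958 and has transcripts of up to 7 exons. Its level in WT replicates 1 to 3 was 1603, 986 and 1238 CPM (counts scaled to library size with TMM factors), and in replicates 1 to 3 labelled eIF5A-KO it was 1364, 1459 and 1059 CPM. The log2 fold change was 0.02 (95% confidence interval -0.51 to 0.55, adjusted p = 0.993 from edgeR). With single libraries left out it ranged from -0.13, without WT replicate 2, to 0.23, and it was also below 0 without replicate 1 or replicate 2 labelled eIF5A-KO. The counts cover the whole gene and do not separate the exons. Every direction given for these cells therefore refers to the libraries by their labels.

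**Figure D1:**
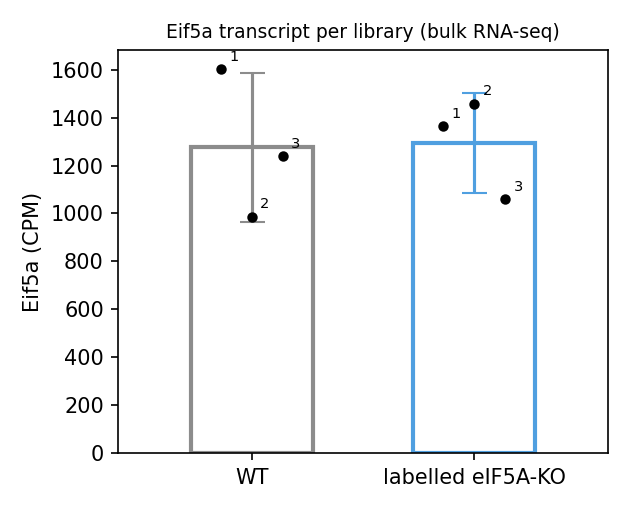
Eif5a transcript level in CPM in each library, WT on the left and labelled eIF5A-KO on the right. Points are libraries with their replicate numbers, bars the mean and error bars the SD; the means are 1276 CPM in WT and 1294 CPM in the libraries labelled eIF5A-KO.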

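Myod1 (ENSMUSG00000009471), the gene of the Myod mRNA, lies on the plus strand of chromosome 7 from 46376474 to 46379099, in 3 exons. No annotated transcript of another gene aligned to its transcript over at least 200 bases at 90% identity or more, and no other annotated gene overlapped it. Between 3451 and 10370 reads per library were counted on it, so that counting error was small beside the difference between replicates. The mean level was 417 ± 144 CPM (SD, n = 3) in WT and 273 ± 76.9 CPM (SD, n = 3) in the libraries labelled eIF5A-KO. The log2 fold change was -0.61 (standard error 0.30, 95% confidence interval -1.28 to 0.06). Its unadjusted p was 0.0688 and its adjusted p 0.794 in edgeR, so that no difference between the genotypes was detected. Over a list of 33 tested genes that the paper names, the p adjusted over the list alone was 0.325. The estimate moved most without WT replicate 1, to -0.85, and without WT replicate 2, to -0.36. The adjusted p ranged from 0.217 to 0.9998 over the 17 alternatives, in all of which Myod1 was lower in the libraries labelled eIF5A-KO. In 4 of them the unadjusted p was under 0.05: 0.0042 without WT replicate 1, 0.0077 without the expression filter, 0.0398 without replicate 1 labelled eIF5A-KO and 0.0489 with DESeq2. The interval leaves open a level in the libraries labelled eIF5A-KO between 0.411 and 1.04 of that in WT, and Eif5a itself was not lower in these libraries. Transcripts typical of other cell types were abundant in every library, such as the endothelial marker Pecam1 with from 282 to 820 CPM. CPM and FPKM are relative to all counts of a culture, so that a different share of myogenic cells could also change the Myod1 level. Bulk counts cannot tell this apart from a change within the cells. The paper sets the unchanged Myod mRNA beside MyoD protein that was detected only in WT cells (Fig. 8a) and an earlier report of translational regulation of MyoD. Its RIP-seq, Ribo-seq, polysome-seq and monosome-seq results for Myod come before these. From all of them it proposes that eIF5A might act on SC activation through the translation of MyoD.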

**Fig. 8:**
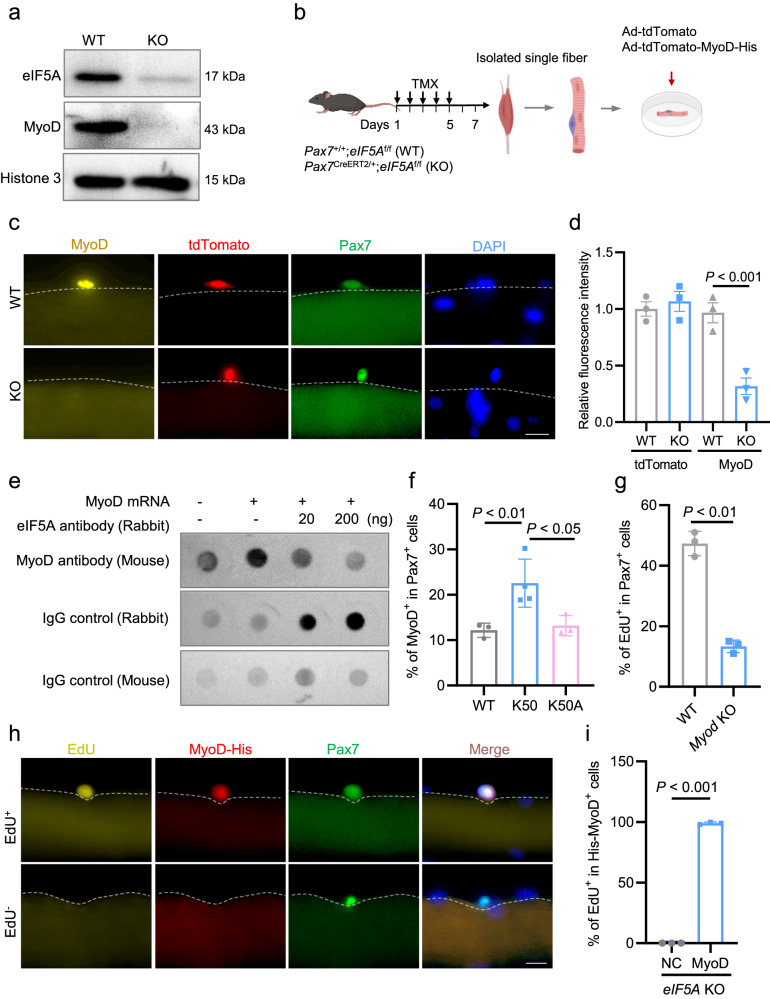
Spermidine-eIF5A-mediated translation of *Myod* is required for SC activation. **a** Western blotting analysis showing protein levels of MyoD and eIF5A in SCs from *eIF5A*-KO mice and WT controls. Histone 3 (H3) served as an equal loading control. **b** Schematic showing *eIF5A*-KO- or WT-derived single fibers infected with adenovirus encoding tdTomato and His-tagged-MyoD (Ad-tdTomato-MyoD-His), and cultured ex vivo for 24 h to induce SC activation. Adenovirus solely encoding tdTomato (Ad-tdTomato) served as control. **c** Representative images showing His^+^ (MyoD^+^, yellow), tdTomato^+^ (red), and Pax7^+^ (green) cells in the single myofibers described in **b**. DAPI served to visualize nuclei. Scale bar, 20 μm. **d** Quantified signal intensity of tdTomato and MyoD-His in the cells described in **b**, **c**. *n* = 3 per group. Mean ± s.e.m. Two-way ANOVA. **e** Representative dot blotting with antibody against MyoD, showing translation efficiency of full-length *Myod* mRNA (transcribed in vitro) in the eIF5A antibody-neutralized rabbit reticulocyte lysates and un-neutralized lysates as control. **f** Percentage of MyoD^+^ cells among total Pax7^+^ cells in EDL-derived single myofibers obtained from WT, K50, and K50A mice, and cultured ex vivo for 6 h. Mean ± s.e.m. One-way ANOVA. **g** Percentage of EdU^+^ cells among total Pax7^+^ cells in EDL-derived single myofibers obtained from *Myod*-KO mice and WT controls. *n* = 3 per group. Mean ± s.e.m. Two-tail Student’s *t*-test. **h** Representative images of EdU (yellow), MyoD-His (red), Pax7 (green) in the *eIF5A*-KO-derived single myofibers transfected with recombinant His-tagged MyoD and cultured ex vivo for 36 h. DAPI served to visualize nuclei. Scale bar, 20 μm. **i** Percentage of EdU^+^ cells among the total MyoD-His positive cells described in **h**. *n* = 3 per group. Mean ± s.e.m. Two-tail Student’s *t*-test.

To provide direct evidence validating that eIF5A mediates the translation efficiency of *Myod* mRNA in activated SCs, we expressed MyoD in activated SCs growing on single myofibers from *eIF5A*-KO and WT mice by infecting the cells with adenovirus encoding *His*-*Myod* and *tdTomato* and culturing them ex vivo for 24 h to induce SC activation (Fig. 8b). Expression of His-tagged-MyoD was visualized by immunostaining, and fluorescent tdTomato was detected as a control (Fig. 8c). We observed similar numbers of tdTomato^+^ SCs in the *eIF5A*-KO and WT controls, indicating that the infection efficiency and translation efficiency of *tdTomato* mRNA were similar in KO and WT cells (Fig. 8d). Consistent with the Ribo-seq data, all tdTomato^+^ SCs were strongly His^+^ (MyoD-His) in the WT group, whereas only a very weak MyoD-His signal was detected in tdTomato^+^ *eIF5A*-KO SCs (Fig. 8d). This appeared to further corroborate a requirement of eIF5A for translation of the *Myod* mRNA in the SCs. To provide direct evidence that MyoD is a target of eIF5A, we performed cell-free in vitro translation assay using rabbit reticulocyte lysates. To this end, eIF5A protein in the reticulocyte lysates was firstly neutralized with various dose of antibody against eIF5A, and then dot blotting with antibody against MyoD was performed to examine translation efficiency of full-length *Myod* mRNA transcribed in vitro in the eIF5A antibody-treated and untreated lysates. We found that *Myod* mRNAs were efficiently translated in the untreated lysates, however, the *Myod* translation was completely blocked in the lysates in which eIF5A was neutralized with its antibody (Fig. 8e). Together, our findings consistently reveal that MyoD is a bona fide target of eIF5A that selectively controls its translation efficiency in ASCs.

### Spermidine-eIF5A-mediated translation of MyoD is required for SC activation

As our earlier finding that eIF5A selectively translated *Myod*, we further analyzed whether eIF5A-mediated *Myod* translation depends on spermidine-mediated hypusination. Firstly, we demonstrated that spermidine treatment increased MyoD protein levels in activated SCs in vitro (Fig. 3c) and dose-dependently increased percentage of MyoD^+^ cells on ex vivo cultured single myofibers (Fig. 3d). Remarkably, blocking spermidine-mediated eIF5A hypusination with GC7 significantly reduced MyoD protein levels (Supplementary Fig. S5a) and decreased percentage of MyoD^+^ cells on ex vivo cultured single myofibers (Fig. 5b, c). Furthermore, the percentage of MyoD^+^ cells on single myofibers from K50–transgenic mice was significantly increased compared to that from WT littermates, however, there was no difference in percentage of MyoD^+^ cells between K50A-mutant–transgenic mice and WT controls (Fig. 8f). Together, we provide multiple lines of evidence to show that eIF5A-mediated *Myod* translation depends on spermidine-mediated hypusination.

It has been reported that *Myod* mRNA is present in both ASCs and QSCs, but translated only in ASCs^22,29,30^. Various mechanisms have been suggested to control MyoD translation during SC activation^22,31^, but no previous work had addressed whether MyoD protein is functionally required for SC activation. To approach the question, we generated inducible SC-specific *Myod*-KO mice (*Pax7*^CreERT2/+^;*Myod*^f/f^) (Supplementary Fig. S8a, b). SCs activation was evaluated by EdU incorporation of EDL-derived myofibers from the *Myod*-KO and WT littermates (Supplementary Fig. S8c). We found that the number of EdU^+^ cells was significantly reduced in *Myod*-KO compared to WT controls (Fig. 8g), indicating that MyoD is functionally required for SCs activation.

Given our findings that eIF5A is required for SC activation and selectively translates *Myod* in ASCs, we speculated that MyoD selectively translated by eIF5A may be functionally required for QSC activation. To test this possibility, we tried to rescue the activation defects of *eIF5A*-KO cells by delivery of recombinant His-tagged MyoD protein (MyoD-His) purified from bacterial cells (Supplementary Fig. S8d). To do that, we firstly examined the transcription activity of the bacterial produced recombinant MyoD protein in HEK293 cells by luciferase activity assay (Supplementary Fig. S8e–g). Then the recombinant MyoD protein was directly delivered into SCs on single myofibers from *eIF5A* KO mice, cultured ex vivo for 36 h and subjected to EdU incorporation assay (Fig. 8h). We found that almost 100% MyoD-His–positive cells were EdU^+^ detected in the *eIF5A*-KO SCs (Fig. 8i), indicating that recombinant MyoD could functionally rescue the activation defects of *eIF5A*-KO cells. Taken together, these results indicate that eIF5A-mediated selective translation of *Myod* is functionally required for QSC activation.

Collectively, our findings demonstrate that the spermidine-eIF5A-mediated translation of MyoD is required for SC activation.

## Discussion

We first report that polyamine biogenesis (metabolism) plays a regulatory role in SC activation, muscle regeneration, and muscle aging. We show that the endogenous levels of spermidine are significantly increased in activated SCs and that spermidine is functionally required for SC activation and muscle regeneration via its ability to generate hypusinated eIF5A. Moreover, we found that MyoD and the spermidine-eIF5A axis are essential for SC activation. Further mechanistic investigations revealed that the spermidine-eIF5A axis activates QSCs by selectively translating the *Myod* mRNA. Together, our findings reveal for the first time that a metabolic link between polyamine metabolism and MyoD protein synthesis plays an indispensable role in SC activation and muscle regeneration.

Although it has been appreciated that metabolic reprogramming occurs during QSC activation, the previous studies mainly focused on glycolysis and fatty acid oxidation^4^. Interestingly, some studies have indicated functional roles of polyamine metabolism in regulating SC behaviors. Using scRNA-seq, Machado et al. reported that polyamine metabolism induction during SC activation^5^. Garcia-Prat et al. reported that spermidine restores autophagy and prevent senescence of aged SC^32^. Chrisam et al. reported that systemic administration of spermidine reactivated autophagy, leading to a concurrent amelioration of the histological and ultrastructural muscle defects^33^. Zhang et al. reported that spermidine supplementation induced autophagy in SC and enhanced SC proliferation^34^. In this study, we performed experiments to examine whether spermidine mediates MuSCs activation via inducing autophagy by treating the MuSCs with autophagy inhibitor Chloroquine (CQ) (Supplementary Fig. S8h). We did not observe the effect of CQ on spermidine-mediated muscle stem cell activation, suggesting that spermidine-induced muscle stem cell activation might be independent of autophagy. Meanwhile, analysis of Ribo-seq data from SCs of *eIF5A KO* and WT mice did not show that eIF5A regulated autophagy associated proteins. Although eIF5A has been reported to regulate autophagy^17,35^, this regulation might be mediated through a cell-type-specific mechanism.

In addition, polyamine metabolism has been also investigated in other biological systems^19^ and spermidine, as a major polyamine, is known to play pleiotropic roles in regulating cellular functions. For example, Puleston et al. demonstrated that spermidine modulates mitochondrial respiration and macrophage activation^36^. In addition, spermidine was shown to regulate CD4^+^ T cell effector programs^37^. Puleston et al. reported that spermidine biosynthesis represents one of the most profound metabolic changes during T cell activation and is a central determinant of helper T cell lineage differentiation^38^. In the present study, we discovered that the metabolic pathway of polyamine biosynthesis is upregulated during muscle stem cell activation and the metabolite, spermidine, is functionally required for muscle stem cell activation. Our findings unveil an essential role of polyamine metabolism in controlling quiescent SC activation and provide the first evidence showing that spermidine can regulate the cell fate determination of muscle stem cells.

It has been reported that expression of genes encoding spermidine enzymes was regulated by different mechanisms. Most of the studies focused on regulation of gene encoding ornithine decarboxylase (ODC1), which is the enzyme catalyzing the first step of polyamine biosynthesis, and indirectly increasing the availability of spermidine for hypusine synthesis. For example, the MYC oncogene played a role in hypusine formation by driving ODC1 transcription^39,40^. Antizyme isoform 1 (Az1) downregulates the polyamine biosynthetic pathway by targeting ODC1 for proteolytic destruction via the 26 S proteasome^41^. The levels of ODC1 and polyamines are significantly reduced upon dCNBP depletion^42^. Meanwhile, D’Amico et al. also illustrated that Hedgehog-AMPK-CNBP axis regulate polyamine biosynthesis by mediating ODC1 protein levels^43^. Moreover, ODC1 expression and activity were also mediated by p53^44,45^ and PTEN–PI3K–mTOR complex 1 (mTORC1) pathway^46–48^ in various cancer cells. Interestingly, the pathways that regulate polyamine enzymes also play functional roles in SC activation. For example, AMPK pathway regulating polyamine synthesis amended activated muscle stem cell content in *mdx* muscle^49^. In response to tissue damage, Notch signaling pathway was downregulated and decreased p53 expression, and then activated polyamine biosynthesis and SC activation by regulating urea cycle^5,50^. In addition, previous study showed that mTORC1 activity was necessary and sufficient for the transition of SC from G_0_ into G_Alert_^51^. Although several signaling pathways have been implicated in SCs activation, there remains largely elusive for the regulatory signaling and mechanism underlying the induced expression of genes encoding polyamine enzymes during SCs activation. Addressing the question would be of great help to understand early activation of SCs in response to physiological or pathological stresses.

eIF5A is the only protein that is hypusinated by deoxyhypusine synthase (DHPS) and deoxyhypusine hydroxylase (DOHH) with spermidine as a substrate^12^. In the three decades since the discovery of eIF5A, several different functions have been attributed to this translation factor; most of the work to date has focused on its functions in cell proliferation and tumorigenesis^52^. For example, studies have shown that the neuron-specific ablation of eIF5A or DHPS leads to impairments in neurodevelopment and cognitive functions in mice^52^. eIF5A has been implicated in the neuronal differentiation and neurotrophic actions elicited by nerve growth factor^53^. Two studies performed using the eIF5A hypusination inhibitor, GC7, reported that eIF5A may function in regulating myogenic differentiation^15,54^. By generating inducible SC-specific *eIF5A*-KO mice, we herein found that eIF5A is required not only for the transition of SC cell status from quiescence to activation but, most importantly, for muscle regeneration in mice. Mechanistically, we further uncovered that spermidine activates SCs by generating functional eIF5A via hypusination. Together, our findings demonstrate that the spermidine-eIF5A axis plays an essential role in controlling the cell fate of muscle stem cells in vivo.

Translational control of protein synthesis is critical for cellular functions and disease development^55–57^. Interestingly, recent studies have provided some evidence supporting the existence of specialized ribosomes that preferentially translate different subsets of mRNAs in given cell types during development. Selective translation is being increasingly recognized as a major factor in determining the cellular functions for a subtype of proteins in a cell type-specific manner during development. Various models have been proposed for specialized ribosome-mediated selective translation^58^, but the underlying molecular mechanisms are still largely unknown. It has been documented that eIF5A functions globally in translation initiation, elongation, and termination^14,59^. However, one report showed that eIF5A reverses B cell senescence by regulating TFEB translation^17^. Here, we revealed that eIF5A selectively translates a subset of mRNAs that are functionally required for myogenic lineage specification and differentiation. These findings suggest that eIF5A may regulate selective translation by mediating the formation of specialized ribosomes in cells. Notably, eIF5A protein was not detected in QSCs, and its expression was highly induced upon SC activation. It is well known that MyoD transcripts exist in QSCs and are translationally controlled in SCs during activation^22,30^. Our findings suggest that the spatiotemporal expression of eIF5A may be a mechanism that drives the selective translation of the *Myod* mRNA by forming specialized ribosomes in activated SCs. This may reflect a general mechanism by which eIF5A determines lineage specification and cell fate by selectively translating cell lineage-specific TFs during development. Future studies are needed to validate this mechanism and its general significance in other cellular systems.

MyoD is a master TF for myogenic specification and differentiation^60,61^ and has long been used as a molecular marker for assessing SC activation^21,22^. However, no previous study had examined the functional requirement of MyoD for SC activation. Here, we not only uncover the essential role of MyoD in SC activation, we also mechanistically show that functional MyoD is orchestrated by eIF5A-mediated translational control. We recently have shown that MyoD metabolically regulates transcription of the myofiber-secreted granulocyte colony-stimulating factor (G-CSF) which acts as a metabolic niche factor required for establishing and maintaining the Pax7^Hi^ SC subpopulation in adult and physiological aged mice^62^. More recently, we also demonstrated that MyoD is a critical genome organizer in establishing the unique 3D genome architecture of muscle cells^63^. Here, we showed MyoD is functionally required for activation of QSCs. Together, our findings provide new evidence to expand our understanding of the previously unappreciated multi-functional roles of MyoD in myogenesis during development and regeneration.

Collectively, our results reveal that the spermidine-eIF5A axis links polyamine metabolism to translational control during muscle stem cell activation. The spermidine-eIF5A axis might therefore represent a pharmacological target that can be mobilized to counteract degenerative disease via activating endogenous adult stem cells.

## Materials and methods

### Mouse lines and animal care

All animal procedures were approved by the Animal Ethics Committee of Peking Union Medical College, Beijing (China). Mice were housed in a pathogen-free facility and had free access to water and standard rodent chow under the following conditions: 21 °C ambient temperature, 50–60% humidity, 12 h dark/light cycle. The floxed *eIf5A*, *eIF5A*-TG-K50, *eIF5A*-TG-K50A, and floxed *Myod* mice in the C57BL/6j background were generated by the Nanjing BioMedical Research Institute of Nanjing University (NBRI). The *Rosa26-mTmG* mice were kindly gifted by Dr. Shihuan Kuang (Purdue University). The *Pax7-CreERT2* mice were kindly gifted by Dr. Zhenguo Wu (The Hong Kong University of Science and Technology). The *Pax7-nGFP* Tg mice were kindly gifted by Dr. Shahragim Tajbakhsh (Institute Pasteur, France). The *Pax7-nGFP* mice used throughout this study were generated by crossing C57BL/6j mice (Vital River Laboratories Company, Beijing) with *Pax7-nGFP* Tg mice (C57BL6:SJL/J).

### FACS

Satellite cells from the skeletal muscles of *Pax7-nGFP* or *Pax7-CreERT2;Rosa26-mTmG* mice were fluorescently sorted as previously described^62^. Briefly, mononuclear muscle-derived cells were isolated from the hind-limb muscles of adult (2-month-old) mice by digesting the muscle chops with 2 U/mL dispase (Gibco, 17105041) and 0.2% collagenase (Gibco, 17101015) for 45 min. The cells were filtered through 70-µm and 40-µm cell strainers, suspended at 10^3^–10^7^ cells/mL, and directly sorted with a BD Aria II Cell Sorting System.

### Metabolomics analysis

The cells were thawed at 4 °C and mixed with 1 mL of cold methanol/acetonitrile/H_2_O (2:2:1, v/v/v). The homogenate was sonicated at low temperature (twice for 30 min per bout). The mixture was centrifuged for 20 min (14,000× *g*, 4 °C) and the supernatant was dried in a vacuum centrifuge. For LC-MS analysis, the samples were re-dissolved in 100 μL acetonitrile/water (1:1, v/v), adequately vortexed, and then centrifuged for 15 min (14,000× *g*, 4 °C). The supernatants were collected for LC-MS/MS analysis.

HPLC analyses were performed using an UHPLC (1290 Infinity LC, Agilent Technologies) coupled to a QTRAP (AB Sciex 5500). The mobile phase consisted of: A = 25 mM CH_3_COONH_4_ + 0.08% FA in water; and B = 0.1% FA in ACN. The samples were loaded to an automatic sampler at 4 °C, and the column temperature was maintained at 40 °C. A 2-µL aliquot of each sample was injected. The gradient was run at a flow rate of 250 μL/min, as follows: B was linearly reduced from 90% to 70% over 0 to 12 min, reduced to 50% over 12–18 min, reduced to 40% over 18–25 min, and then kept at 40% for 25–30 min. B was then increased to 90% over 30–30.1 min, and kept at 90% over 30.1–37 min. The QC samples used for testing and for evaluating the stability and repeatability of this system, at the same time, set the standard mixture of AA metabolites, used for correction of chromatographic retention time.

For MS/MS analysis (MRM) in ESI-positive modes, the conditions were set as follows: Source Temperature 500 °C, Ion Source Gas1 (Gas1) 40, Ion Source Gas2 (Gas2) 40, Curtain Gas (CUR) 30, Ion Spray Voltage Floating (ISVF) 5500 V, and MRM mode detection ion pair.

The Multiquant software was used to extract the chromatographic peak area and retention time. The AA standard-corrected retention time was used to identify the metabolites. The quality control samples were processed together with the biological samples. Detected metabolites in pooled samples with a coefficient of variation (CV) < 30% were denoted as reproducible measurements. To identify differential metabolites, statistical analyses between two sample groups were performed by calculating the fold changes and *P* values of metabolites. Student *t* test was used to obtain *P* values. Metabolites with *P* values < 0.05 and fold changes > 1.5 were taken as being significantly different between sample groups.

### scRNA-seq using the 10x Genomics Chromium Platform

scRNA-seq libraries were prepared with a Single Cell 3’ Reagent Kit as instructed by User Guide v2 (10x Genomics). Cell suspensions were loaded on a Chromium Controller instrument (10x Genomics) to generate single-cell gel bead-in emulsions (GEMs). GEM-reverse transcription (GEM-RT) was performed in a Veriti 96-well thermal cycler (Thermo Fisher Scientific). After RT, GEMs were harvested and the cDNAs were amplified and cleaned with an SPRIselect Reagent Kit (Beckman Coulter). Indexed sequencing libraries were constructed using a Chromium Single-Cell 3’ Library Kit (10x Genomics) for enzymatic fragmentation, end-repair, A-tailing, adaptor ligation, ligation cleanup, sample index PCR, and PCR cleanup. The libraries were sequenced with an Illumina NovaSeq 6000.

### Statistical analysis of scRNA-Seq data

We used Cell Ranger version 7.1.0 (10x Genomics) to process raw sequencing data and Seurat suite version 4.1.0 for downstream analysis. The Seurat R package was used for graph-based clustering and visualizations; all functions were enabled using this package or the standard R version 4.1.2 package and used with default parameters unless otherwise noted. Initially, we used Seurat to merge the two libraries and analyzed only cells (unique barcodes) that passed QC processing (above), expressed at least 500 genes, and expressed only genes found to be expressed in at least 3 cells. We also removed cells with > 1% mitochondrial genes. We applied library-size normalization to each cell using NormalizeData. The normalized expression for gene i in cell j was calculated by taking the natural log of the UMI counts for gene i in cell j divided by the total UMI counts in cell j multiplied by 10,000 and added to 1. To reduce the influence of variability on the number of UMIs and that of mitochondrial gene expression between cells on the clustering, we used the ScaleData function to linearly regress out these sources of variation before we scaled and centered the data for dimensionality reduction. Principle component analysis was run using RunPCA on variable genes identified using FindVariableGenes (*x* = (0.1,6), *y* = (0.5, 15)) and then extended to the full dataset with ProjectPCA. Based on the PCElbowPlot results, we decided to use 1 and 10 principal components (PCs) to cluster cells. We ran FindClusters to apply shared nearest neighbor (SNN) graph-based clustering to each sample (0.6).

### RNA-seq

Total RNA was extracted using TRIzol (Ambion, USA). The library construction was performed by Novagene. Sequencing libraries were generated using an NEBNext Ultra^TM^ RNA Library Prep Kit for Illumina (#E7530L, NEB, USA) following the manufacturer’s recommendations. Index codes were added to attribute sequences to each sample. Raw-sequencing data were mapped to the mouse genome mm10 assembly using HISAT with default parameters. DEGSeq2 was used to calculate the read coverage for each gene. Differentially expressed genes were filtered using a change greater than twofold and *P* value < 0.05 as a criterion for differential expression.

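With this criterion, a fold change over 2 and an unadjusted p under 0.05 in edgeR, 78 genes were higher and 194 lower in the libraries labelled eIF5A-KO than in WT. Without the fold limit, 992 of the 14679 tested genes had an unadjusted p under 0.05, 402 of them higher and 590 lower. The 3 libraries of a genotype did not overlap with those of the other for 1836 genes, 12.5% of the tested genes, where chance gives 10%. After Benjamini-Hochberg adjustment over all tested genes, 3 genes remained, each with an adjusted p of 0.0486. Myh11 (chromosome 16, 14194535 to 14291372) rose from 10.7 ± 0.28 CPM (SD, n = 3) to 30.6 ± 3.19 CPM (SD, n = 3), a log2 fold change of 1.52. Il18rap (chromosome 1, 40515362 to 40551705) had 8.89 ± 3.37 CPM (SD, n = 3) in WT and 1.14 ± 0.16 CPM (SD, n = 3) in the libraries labelled eIF5A-KO, a log2 fold change of -2.96. Lamb3 (chromosome 1, 193207699 to 193343878) had a log2 fold change of -3.66, from between 66 and 123 counts per WT library to between 4 and 11. Lamb3 lay below the expression limit set for naming genes and was chosen after its values were seen, and 6 other annotated genes overlap it. With DESeq2's size factors in place of TMM factors, 0 genes passed the adjusted threshold, while 992 had an unadjusted p under 0.05. The 3 genes each had an adjusted p of 0.0511 in that edgeR fit. The number past the criterion rose most without the expression filter, to 180 genes higher and 512 lower among 26956 tested. It fell most with an adjusted in place of an unadjusted p, to 1 and 2, and, with the criterion itself, with limma on log2(FPKM + 1), to 12 and 47.

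Of a list of genes that the paper names, 33 of 34 were tested, 4 had an unadjusted p under 0.05 and 0 had an adjusted p under 0.05 over all genes. Adjusted over the list alone, 1 passed, Myog, with an adjusted p of 0.0394 and 0.362 over all genes. Myog fell by 2.94 on the log2 scale, from 14.4, 76.3 and 32.2 CPM in WT replicates 1 to 3 to 8.93, 5.09 and 2.10 CPM. Pax7 had a log2 fold change of -1.50 (adjusted p = 0.484 in edgeR) with overlapping libraries, Camk2n1 of 0.48 and Gnas of -0.45. Myf5 had a log2 fold change of 0.13, which became -0.27 without replicate 1 labelled eIF5A-KO. Eif5a2, the paralog of Eif5a, had one of -0.31. With one library left out, Eif5a2 ranged from -0.57 to -0.048, Camk2n1 from 0.29 to 0.60 and Gnas from -0.59 to -0.32.

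**Figure D2:**
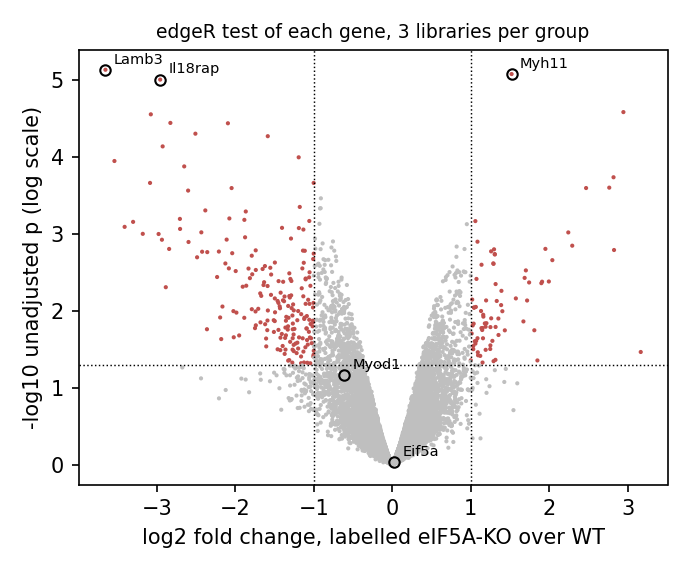
Log2 fold change of each tested gene, libraries labelled eIF5A-KO over WT, against the unadjusted p on a -log10 scale. Red points pass the paper's criterion (dotted lines), 78 to the right and 194 to the left, and the circles are the 3 genes with an adjusted p of 0.0486, Myod1 and Eif5a.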

### Polysome profiling

The WT and eIF5A KO cells were treated with cycloheximide (CHX; 100 μg/mL) for 10 min, and then 5 × 10^6^ cells were lysed in lysis buffer (100 mM KCl, 2 mM MgCl_2_, 50 mM HEPES, 0.1% Triton X-100, and 10% glycerol, pH 7.4) supplemented with 20 U/mL RNase inhibitor (EDTA free), 100 μg/mL CHX, 1× cocktail (Roche), and 1 mM dithiothreitol (DTT). Cell lysates were centrifuged at 13,000× *g* at 4 °C for 15 min and the supernatant was loaded onto 20% to 50% sucrose gradients and ultracentrifuged with a SW41 rotor (Beckman) at 36,400 rpm/4 °C for 3 h. Gradients were fractionated by continually monitored A260 values using a BioComp Piston Gradient Fractionator equipped with a Bio-Rad Econo UV Monitor. Fractions representing the monosome peak and polysome peaks were pooled to produce a monosome sample and polysome sample, respectively. The isolated fractions were subjected to RNA extraction with TRIzol, and the extracted RNA samples were subjected to RNA-seq of monosome-seq and polysome-seq.

### Ribosome profiling

Cells were treated with CHX at 100 μg/mL for 1 min and collected, and 5 × 10^6^ cells were lysed in lysis buffer (5 mM MgCl_2_, 10% Triton X-100, Tris-HCl pH 7.5, and 150 mM NaCl) supplemented with 1 U/μL DNase I, 50 μg/mL CHX, and 100 mM dithiothreitol (DTT) for 30 min on ice. Cell lysates were centrifuged at 18,000× *g* at 4 °C for 15 min and the supernatant was digested with RNase I. Ribosome-protected RNA fragments (RPF) were obtained using MicroSpin S-400 column resin; the column enriched for ribosome-mRNA complexes and the targeted RNA fragments were purified by PAGE. The purified RNA fragments were end-repaired and A-tailed, and 5’ and 3’ joints were directly added to the ends. RNA reverse transcriptase was used to synthesize cDNA, and additional steps of PCR enrichment and PAGE-based screening of target fragments were used to obtain a library containing target fragments. The library was verified by quality control screening and sequencing.

The SE50 sequencing strategy was used for computer sequencing. The original sequencing data, contained in a Fastq file, were processed by removing low-quality reads (for which bases with mass value sQ ≤ 5 accounted for > 50% of the entire read), reads with more than 10% bases for which information could not be determined (designated as ‘N’), reads with 5’ joint contamination, reads lacking an inserted fragment and 3’ joint sequence, the 3’ joint sequence itself (which was required but then trimmed), rRNA reads, and tRNA reads. The Tophat2 software package (http://ccb.jhu.edu/software/tophat/index.shtml) was used to clean data from the mouse genome database (Ensembl Mus_musculus_Ensembl_97.gtf) for transcriptome comparison, and quantitative analysis of gene levels was performed using HTSeq. Since RPF are enriched for lengths around 30 nt (26–32 nt), the effect of experimental enrichment can be evaluated by statistical fragment segmentation.

### Single myofiber isolation and culture

Single myofibers were isolated from the EDL muscles of 2-month-old mice by digestion with collagenase I (Sigma, C-0130), as previously described^64^. Briefly, each muscle sample was incubated in 3 mL of 0.2% collagenase I in serum-free DMEM in a shaking water bath at 37 °C for 45–60 min. Digestion was considered complete when the muscle looked less defined and slightly swollen, with hair-like single fibers flowing away from the edges. The resulting myofibers were cultured in a Petri dish containing fiber medium for activation assay (DMEM supplemented with 20% FBS and 1% penicillin–streptomycin) or fiber medium for colony formation (DMEM supplemented with 20% FBS, 0.5% chick embryo extract, and 1% penicillin–streptomycin) in a 5% CO_2_ incubator at 37 °C for 24 h, 36 h, or 72 h.

### Immunofluorescence

The ex vivo cultured single fibers were fixed with 4% paraformaldehyde for 5 min, permeabilized in 0.1% Triton-X-100 in PBS for 15 min at room temperature, and then blocked with 3% bovine serum albumin for 30 min. Subsequently, the myofibers were incubated overnight at 4 °C with primary antibodies against eIF5A (Abcam, ab32407), Pax7 (DSHB, AB_528428), MyoD (Santa Cruz, SC-760) or His-Tag (Cell Signaling Technology, 9715). The myofibers were then washed with PBS containing 0.1% BSA and incubated for 2 h with fluorescein-conjugated secondary antibodies (Invitrogen, A32787, A55058 and A3254) and Hoechst or DAPI. After several washes with PBS, the myofibers were examined under a fluorescence microscope (Olympus). Five mice were assayed in each set of experiments.

For the EdU incorporation assay, single myofibers were cultured in fiber medium (DMEM supplemented with 20% FBS and 1% penicillin–streptomycin) supplemented with EdU (10 μM) for 24 h or 36 h. The fibers were then fixed in 4% PFA for 15 min and stained according to the provided instructions (Thermo Fisher Scientific, C10639).

### Recombinant MyoD purification

The PCR-amplified DNA fragment encoding full-length MyoD (residues 1-318) was cloned into a modified pET28a vector with an N-terminal His6-SUMO tag and Ulp1 protease site. The constructed expression vector, named pET28a-SUMO-MyoD-FL, was transformed into *Escherichia coli* strain BL21 (DE3) (Agilent Technologies, Santa Clara, CA, USA). The cells were grown in LB medium supplemented with 50 mg/mL kanamycin at 37 °C until the OD_600_ reached 0.6–0.8, then 0.2 mM isopropyl β-d-1-thiogalactopyranoside (J&K) was added to induce protein expression and the culture was continued overnight at 18 °C.

The cells were harvested by centrifugation at 5000 rpm (Thermo Fisher Scientific) for 15 min. The pellet was resuspended in buffer containing 20 mM Tris-HCl, pH 8.0, 500 mM NaCl, and 25 mM imidazole pH 8.0, the cells were lysed under high pressure using a JN-02C cell crusher, and the lysate was clarified by centrifugation at 17,000 rpm for 60 min at 4 °C (Beckman Coulter). Each supernatant was loaded onto a 5-mL HisTrap FF column (GE Healthcare, Beijing, China) pre-equilibrated with Buffer 1 (20 mM Tris-HCl, pH 8.0, 500 mM NaCl, and 25 mM imidazole pH 8.0). Recombinant His6-SUMO-MyoD-full-length (FL) was eluted from the column using elution buffer (Buffer 2, 20 mM Tris-HCl, pH 8.0, 500 mM NaCl, and 500 mM imidazole pH 8.0) with a stage-wise gradient on an ÄKTA™pure (GE Healthcare). His6-SUMO tags were cleaved by Ulp1 protease during dialysis against buffer S (20 mM Tris-HCl, pH 8.0 and 500 mM NaCl) and removed with a second-step HisTrap FF column (GE Healthcare). The MyoD-FL protein in the flow through was diluted with pre-cooled 20 mM Tris-HCl, pH 8.0 to ensure a low NaCl concentration, and excess nucleic acids were removed using a HiTrap SP FF column (GE Healthcare, Beijing, China) with buffer A containing 20 mM Tris-HCl, pH 8.0 and 200 mM NaCl and buffer B containing 20 mM Tris-HCl, pH 8.0 and 1 M NaCl. The eluted protein was concentrated by centrifugal ultrafiltration (Millipore Amicon Ultra, 10 K) and loaded onto a pre-equilibrated HiLoad Superdex 75 16/60 column (GE Healthcare) in buffer GF (20 mM Tris-HCl, pH 8.0, 500 mM NaCl, and 2 mM DTT) for final purification. All steps were performed on ice or at a low temperature.

### In vitro translation assay of MyoD

*Myod* mRNAs were in vitro transcribed using standard RNA Synthesis Kit (NEB S2040). MyoD protein was in vitro translated using the in vitro transcribed *Myod* mRNAs with Retic Lysate IVT kit (Thermo Fisher Scientific AM1200). For the eIF5A neutralization assay, the lysates were first incubated with the antibody against eIF5A at 4 °C for 5 min prior to translation assays. The in vitro translated MyoD proteins were detected by dot blotting using the antibody against MyoD (Santa Cruz, sc-377460).

### MyoD protein transfection

Single myofibers isolated from the EDL muscles of 2-month-old mice were seeded in 12-well plate. The purified recombinant MyoD protein (15 µg) were diluted in 20 mM HEPES buffer to bring the total volume up to 100 µL and then 4 µL of PULSin transfection reagent (Polyplus transfection) was added. The mixture was vortexed and left to incubate for 15 min at room temperature. During this incubation time, 900 μL pre-warmed medium (DMEM supplemented with 10% FBS) was added to each 12-well plate. The PULSin complexes were then added to the single myofibers and left to incubate for 3 h. Subsequently, the medium was discarded and 2 mL medium (DMEM supplemented with 20% FBS) with 10 μM EdU was added to the wells. After 36 h, EdU positive cells on single myofibers were analyzed.

HEK293 cells were seeded in 12-well plate. The purified recombinant MyoD protein were diluted in 20 mM HEPES buffer to bring the total volume up to 100 µL and then 4 µL of PULSin transfection reagent (Polyplus transfection) was added. The mixture was vortexed and left to incubate for 15 min at room temperature. During this incubation time, 900 μL pre-warmed medium without serum was added to each 12-well plate. The PULSin complexes were then added to the HEK293 cells and left to incubate for 3 h. Subsequently, the medium was discarded and 1 mL medium (DMEM supplemented with 10% FBS) was added to the wells.

### Luciferase reporter assay

To examine the transcription activity of the bacterial produced recombinant MyoD protein, the purified recombinant MyoD protein were transfected to HEK293 cells. After 12 h, the plasmid of luciferase reporter driven by a 575 bp basal myogenin promoter (GBBS) was used to transfect HEK293 cells, Empty pGL‐3 vector was used as a negative control, and co‐transfection with a Renilla luciferase plasmid (Promega) served as a transfection control. The results are expressed as the activity of firefly luciferase relative to that of Renilla luciferase.

### RNA immunoprecipitation

Cells were lysed with cell lysis buffer (Cell Signaling Technology) supplemented with protease inhibitor cocktail (Calbiochem, La Jolla, CA). Protein concentrations in extracts were measured using a bicinchoninic acid assay (Pierce). A volume of extract containing 200 mg protein was immunoprecipitated. For RNA immunoprecipitation assays, RNase Inhibitor (40 U/μL; TaKaRa) and protease inhibitor were added to the cell lysis buffer, and ribonucleoside–vanadyl complex (10 mM; New England BioLabs) was added to the wash buffer. Anti-eIF5A antibodies were obtained commercially. RNA was purified using phenol/chloroform extraction and ethanol precipitation.

### Western blotting analysis

The cells were lysed in a buffer containing 50 mM Tris pH 7.5, 150 mM NaCl, 0.5% Nonidet P40, and protease and phosphatase inhibitors. The cell lysates were clarified by centrifugation at 12,000× *g* for 10 min. Total proteins (10 µg) were resolved by SDS-PAGE, transferred to a polyvinylidene fluoride membrane, and immunoblotted overnight at 4 °C with primary antibodies against eIF5A (Abcam, ab32407, 1:500), MyoD (Santa Cruz, SC-760, 1:500), and histone 3 (Cell Signaling Technology, 9715, 1:1000). The blots were washed with 1× TBST washing buffer for 30 min, incubated with horseradish peroxidase-conjugated secondary antibodies (Zhongshanjinqiao Corporation) for 1 h at room temperature, and washed with 1× TBST washing buffer for 30 min. Each blot was placed into Detection Solution (Thermo Fisher Scientific, 34580), incubated for 1 min at room temperature, and exposed to X-ray film.

### RNA extraction and RT-qPCR

Total RNA was extracted from skeletal muscles using the TRIzol reagent (Invitrogen) and reverse transcribed with reverse transcriptase (Fermentas). Real-time quantitative PCR analyses were performed in triplicate using the Fast Eva Green qPCR Master Mix (Bio-Rad). *β-actin* was used as an internal control for RT-qPCR analyses.

### Muscle injury and regeneration

Muscle regeneration was induced by injections of CTX (Shanghaiboyao, ZX0005). Mice were anesthetized by intraperitoneal injection of ketamine (10 mg/kg) and xylazine (1 mg/kg). For monitoring of muscle regeneration, muscle injury was induced in 8-week-old mice by injecting CTX (50 μL of 10 μM CTX in phosphate-buffered saline, PBS) into the mid-belly of the right TA muscle. As an internal control, the left TA muscle of each mouse was injected with PBS (50 μL). Muscles were harvested 7 days after injection to assess the completion of regeneration and repair.

### Statistical analysis

Data are presented as means ± s.e.m. For statistical comparisons of two conditions, the two-tail Student’s *t*-test was used. Comparisons of multiple groups were made using one- or two-way ANOVA. All experiments were repeated at least three times, and representative experiments are shown. Statistical analysis was performed using GraphPad Prism.

## Supplementary information

Supplementary Information

## Data Availability

The raw sequence data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) with accession number: GSE221643.

# Supplementary material for: Spermidine-eIF5A axis is essential for muscle stem cell activation via translational control
**Source:** Cell Discov. 2024 Sep 10;10:94. doi: 10.1038/s41421-024-00712-w
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Figures and Figure legends

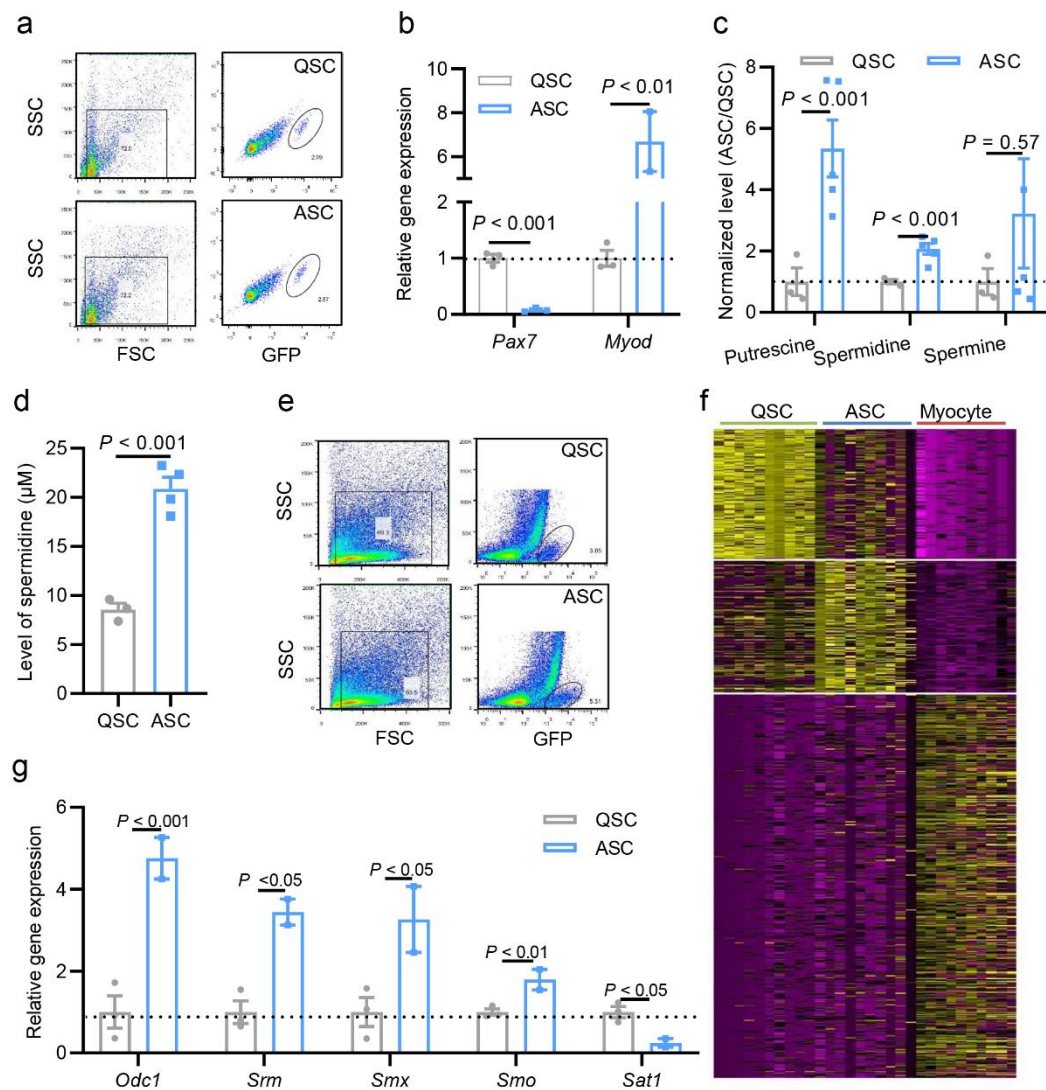

**Supplementary Fig. S1. Polyamine levels are significantly increased in activated SCs. a**

Gating strategy for fluorescence-activated cell sorting (FACS) of QSCs and ASCs from TA muscles of 8-week-old *Pax7-nGFP* mice. **b** Relative expression levels of *Pax7* and *Myod* in FACS-sorted QSCs ( $n = 3$ ) and ASCs ( $n = 3$ ), as determined by RT-qPCR. Mean  $\pm$  s.e.m. Two-way ANOVA. **c** Relative levels of the indicated polyamine species in ASCs ( $n = 5$ ) normalized to that in QSCs ( $n = 3$ ), as determined by the targeted metabolomics described in **Fig. 1a**. Mean  $\pm$  s.e.m. Two-way ANOVA. **d** Absolute levels of spermidine in QSCs ( $n = 3$ ) and ASCs ( $n = 5$ ). Mean  $\pm$  s.e.m. Two-tail Student's *t*-test. **e** Gating strategy for FACS of QSCs and ASCs from TA muscles of 8-week-old *Pax7<sup>CreERT2/+</sup>; Rosa26<sup>mTmG/+</sup>* mice. **f** Heatmap showing differentially expressed genes between QSCs and ASCs, as determined by the scRNA-seq analysis described in **Fig. 1e**. **g** Relative expression levels of the indicated genes in QSCs and ASCs, as determined

by bulk cell RNA-seq<sup>4</sup>. Mean  $\pm$  s.e.m. Two-way ANOVA.

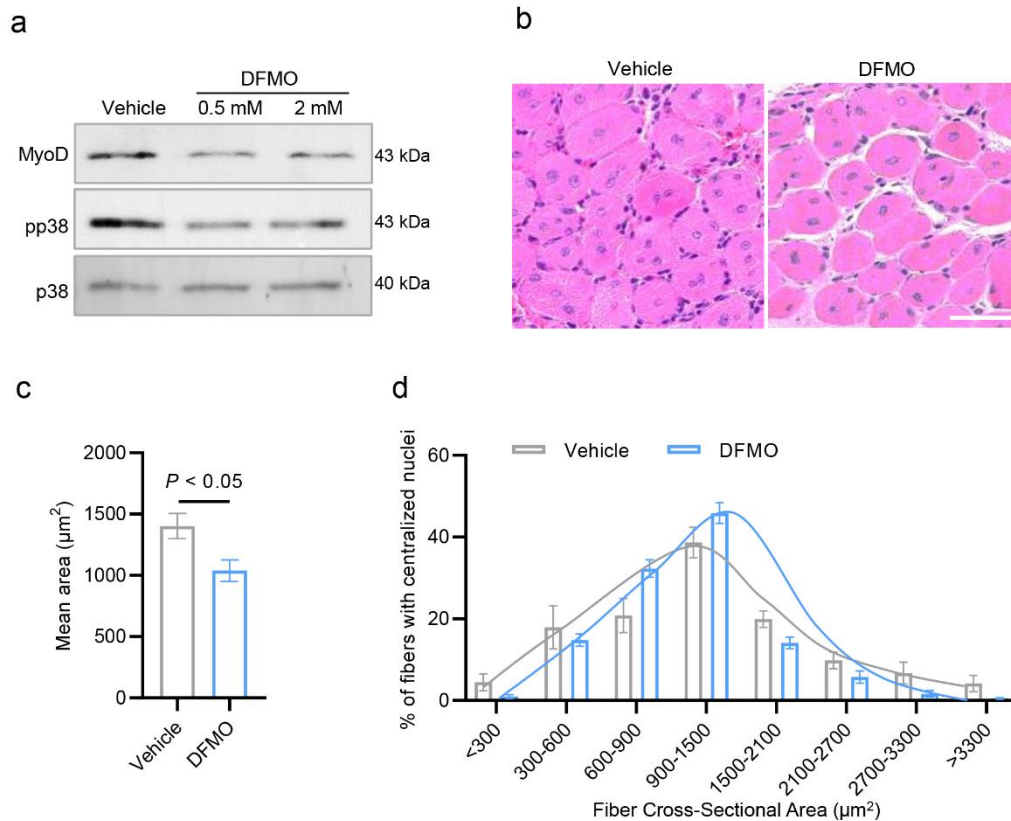

**Supplementary Fig. S2. Blocking polyamine biosynthesis significantly suppresses SCs activation and skeletal muscle regeneration.** **a** Western blots showing protein levels of MyoD, phosphorylated form of p38 and total p38 in FACS-sorted SCs treated with the indicated dose of DFMO for 6 h. PBS treatment served as vehicle control. **b** Representative images of hematoxylin and eosin (H&E)-stained cross-sections of the injured TA muscle with intramuscularly administration of DFMO, sampled at 7 days after the CTX-induced injury. Scale bars, 50  $\mu\text{m}$ . **c** Mean cross-sectional area of regenerated myofibers with centralized nuclei, as measured from the H&E-stained cross-sections presented in **b**.  $n = 4$  per group. Mean  $\pm$  s.e.m. Two-tail Student's  $t$ -test. **d** Size distribution of the regenerated myofibers described in **c**.  $n = 4$  per group.

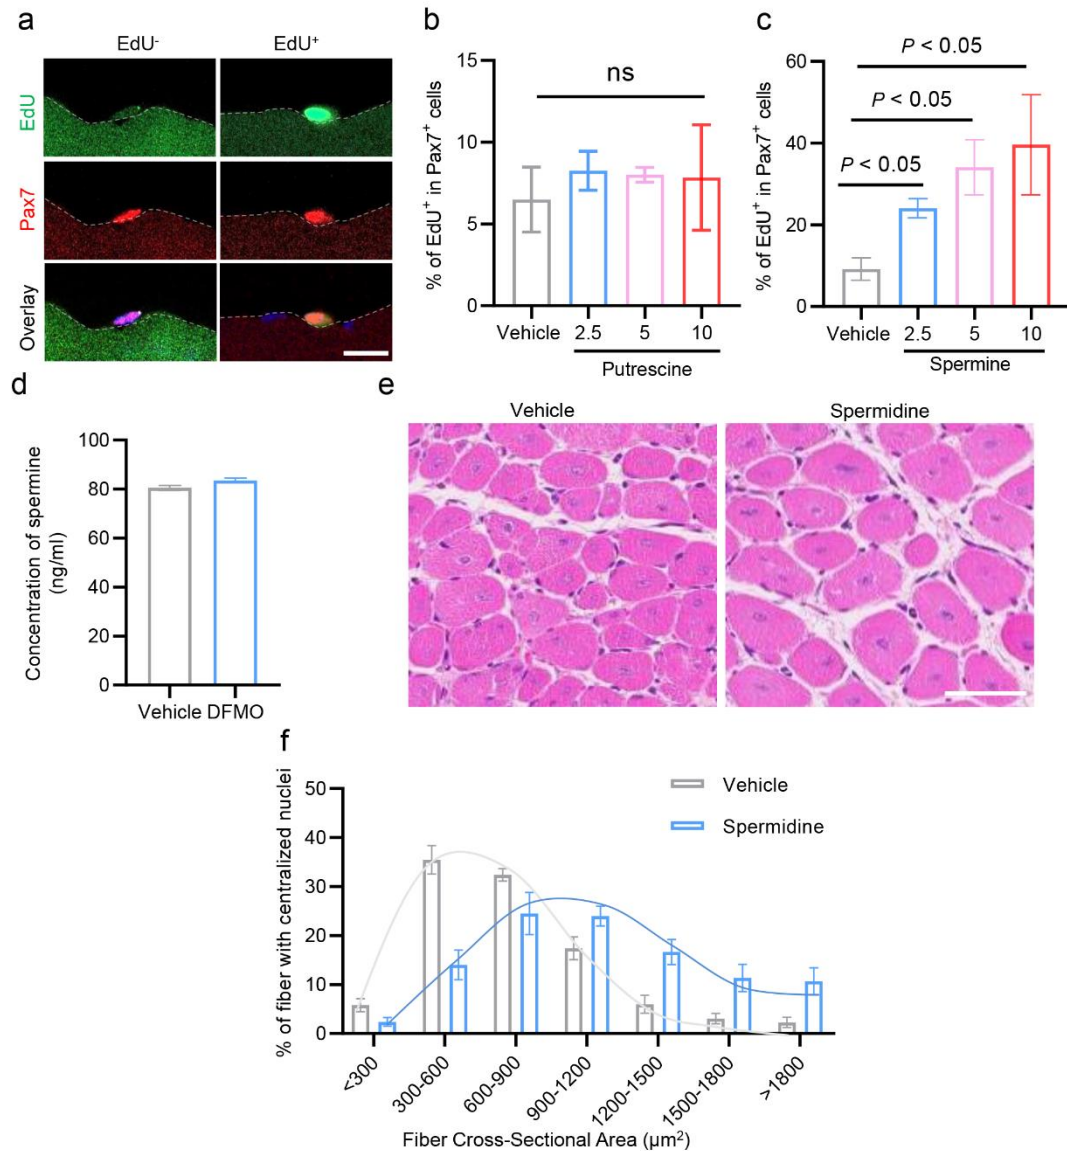

**Supplementary Fig. S3. Spermidine is required for SC activation and muscle regeneration.**

**a** Representative immunostaining of Pax7 (red) and EdU (green) in single myofibers cultured *ex vivo* for 24 h. DAPI (blue) served to visualize nuclei. Scale bar, 20  $\mu$ m. **b** Percentage of EdU<sup>+</sup> cells among total Pax7<sup>+</sup> cells in single myofibers treated with various doses of putrescine (2.5, 5, 10  $\mu$ M) for 24 h. *n* = 4 for each group. Mean  $\pm$  s.e.m. One-way ANOVA. **c** Percentage of EdU<sup>+</sup> cells among total Pax7<sup>+</sup> cells in single myofibers treated with various doses of spermidine (2.5, 5, 10  $\mu$ M) for 24 h. *n* = 4 for each group. Mean  $\pm$  s.e.m. One-way ANOVA. **d** Spermine levels in FACS-sorted SCs cultured in presence of 0.5 mM of DFMO for 24 h, measured by LC-MS methods. **e** Representative images of H&E-stained cross-sections of the injured TA muscle with intramuscularly administration of spermidine, sampled at 7 days after the CTX-

induced injury. Scale bars, 50  $\mu\text{m}$ . **f** Cross-sectional area of regenerated myofibers with centralized nuclei, as measured from the H&E-stained cross-sections presented in **e**.  $n = 4$  per group. Mean  $\pm$  s.e.m.

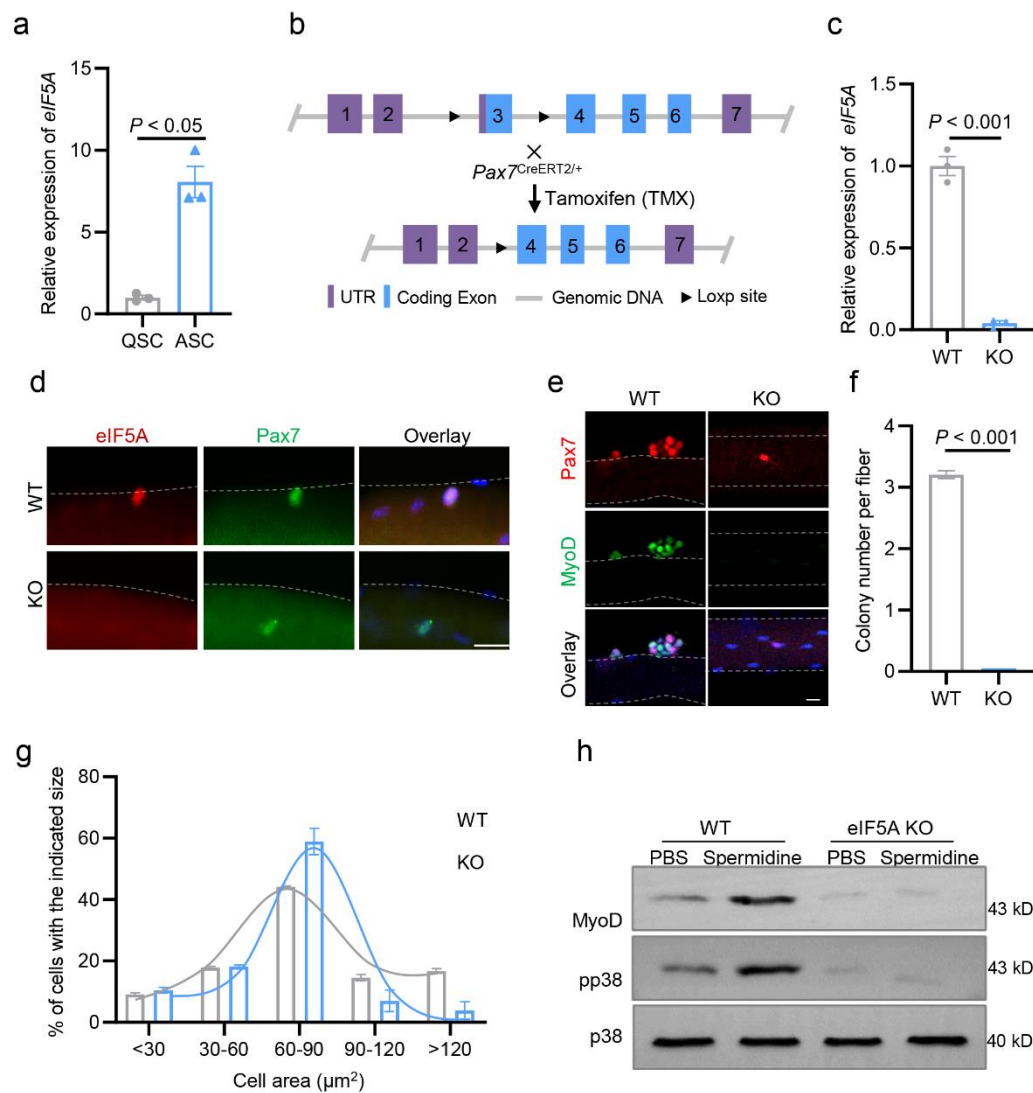

**Supplementary Fig. S4. *eIF5A* is essential for SC activation and skeletal muscle regeneration.** **a** Relative expression of *eIF5A* in QSCs and ASCs, as determined by RT-qPCR.  $n = 3$  per group. Mean  $\pm$  s.e.m. Two-tail Student's *t*-test. **b** Schematic diagram showing generation of inducible SC-specific *eIF5A*-knockout (KO) mice (*Pax7*<sup>CreERT2/+</sup>;*eIF5A*<sup>f/f</sup>) and WT controls (*Pax7*<sup>CreERT2/+</sup>). **c** Relative expression levels of *eIF5A* in SCs freshly isolated from WT and KO mice.  $n = 3$  per group. Mean  $\pm$  s.e.m. Two-tail Student's *t*-test. **d** Representative immunostaining of *eIF5A* (red) and Pax7 (green) in EDL-derived single myofibers obtained from WT and KO mice and cultured *ex vivo* for 36 h. DAPI (blue) served to visualize nuclei. Scale bar, 20  $\mu$ m. **e** Representative immunostaining of Pax7 (red) and MyoD (green) in EDL-derived single myofibers obtained from KO and WT mice and cultured *ex vivo* for 72 h. DAPI (blue) served to visualize nuclei. Scale bars, 20  $\mu$ m. **f** Numbers of colonies per EDL myofiber from KO and WT mice, calculated based on the Pax7 and MyoD immunostaining described in

**e.**  $n = 4$  for each group. Mean  $\pm$  s.e.m. Two-tail Student's  $t$ -test. **g** Area of SCs obtained from WT and KO mice and cultured *in vitro* for 18 h.  $n = 3$  for each group. **h** Western blots showing protein levels of MyoD, phosphorylated form of p38 and total p38 in FACS-sorted SCs isolated from WT and KO mice treated with spermidine for 6 h. PBS treatment served as vehicle control.

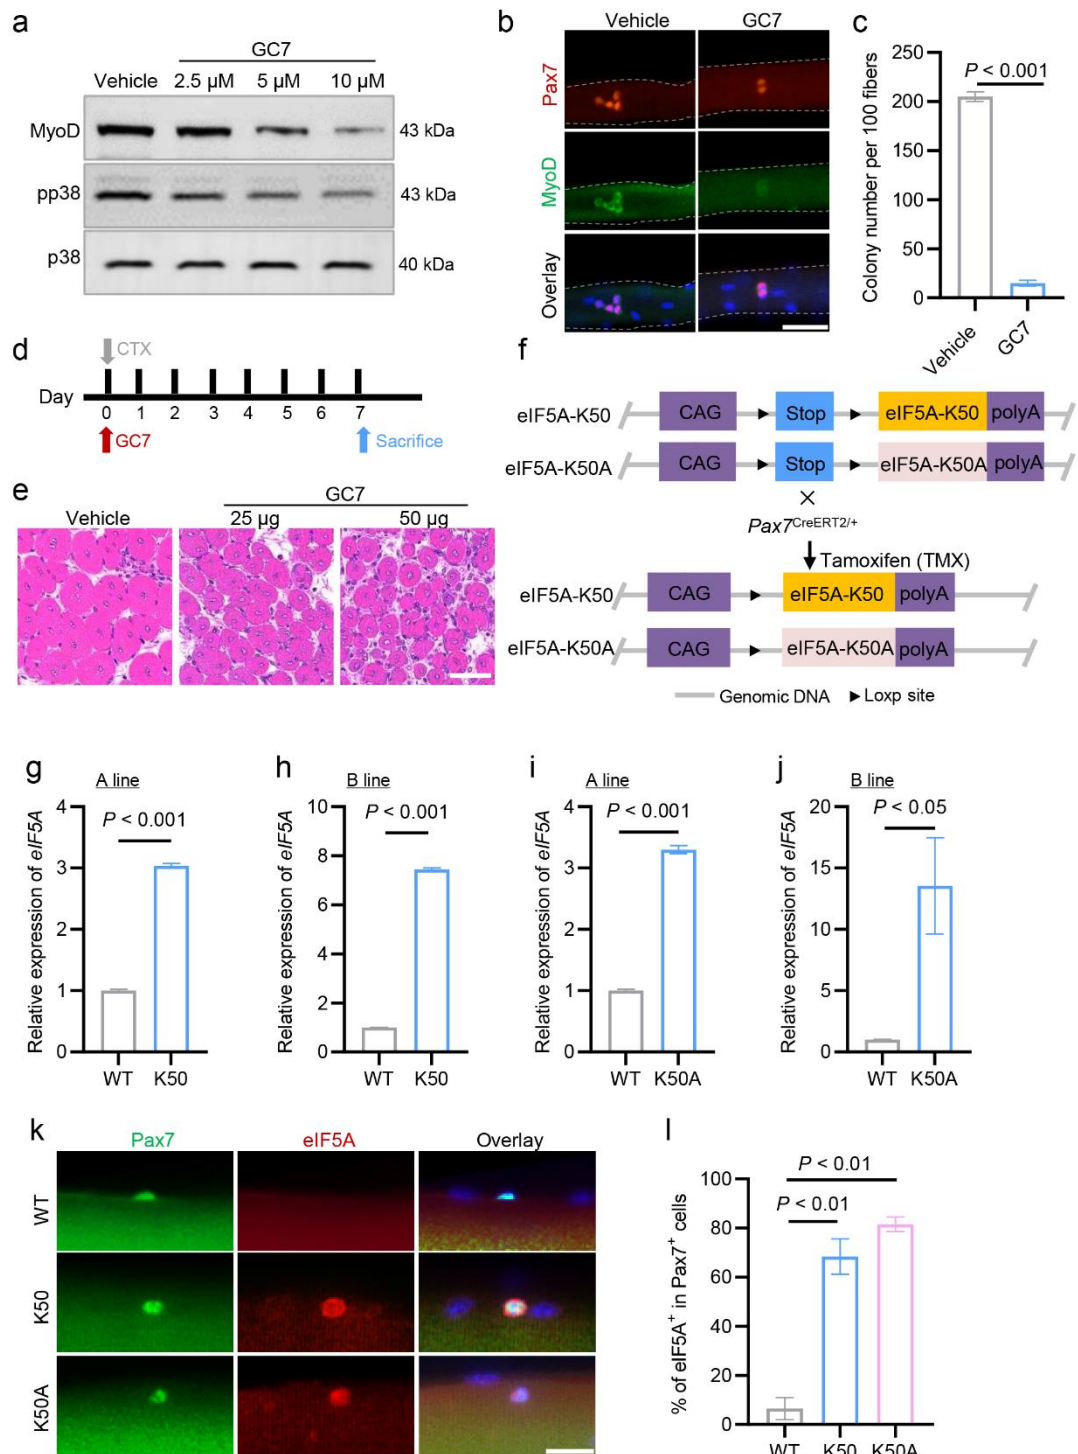

**Supplementary Fig. S5. Spermidine stimulates SC activation by generating hypusinated eIF5A.** **a** Western blots showing protein levels of MyoD, phosphorylated form of p38 and total p38 in FACS-sorted SCs treated with the indicated dose of GC7 for 6 h. **b** Representative SC colonies visualized by immunostaining of Pax7 (red) and MyoD (green) in EDL-derived single myofibers obtained from C57BL/6j mice and cultured ex vivo in the presence or absence of the inhibitor, GC7 (10  $\mu$ M), for 72 h. DAPI (blue) served to visualize nuclei. Scale bar, 50  $\mu$ m. **c**

Colony numbers per 100 of the myofibers described in **d**.  $n = 4$  for each group. Mean  $\pm$  s.e.m. Two-tail Student's *t*-test. **d** Experimental scheme for CTX-induced muscle injury and regeneration in the presence of GC7 (0, 25, 50  $\mu$ g). **e** Representative H&E-stained cross-sections of TA muscles obtained from C57BL/6j mice on day 7 after CTX-induced injury and treated with various dose of the inhibitor, GC7 (0, 25, 50  $\mu$ g). Scale bar, 50  $\mu$ m. **f** Schematic diagram showing generation of *eIF5A*-TG mice and mutant *eIF5A* (K50A)-TG mice. **g, h** Relative expression of *eIF5A* in SC isolated from *eIF5A-K50* transgenic mice. Two lines of *eIF5A-K50* transgenic mice (A and B) were used. The data were determined by RT-qPCR and presented as mean  $\pm$  s.e.m from three mice for each genotype.  $n = 3$ . Two tail Student's *t*-test. **i, j** Relative expression of *eIF5A* in SC isolated from *eIF5A-K50A* transgenic mice. Two lines of *eIF5A-K50A* transgenic mice (A and B) were used. The data were determined by RT-qPCR and presented as mean  $\pm$  s.e.m from three mice for each genotype.  $n = 3$ . Two tail Student's *t*-test. **k** Representative immunostaining of Pax7 (green) and eIF5A (red) in freshly isolated single myofibers obtained from EDL muscles of WT, TG-K50, and mutTG-K50A mice. DAPI (blue) served to visualize nuclei. Scale bar, 20  $\mu$ m. **l** Percentage of eIF5A<sup>+</sup> cells among total Pax7<sup>+</sup> cells in the single myofibers described in **k**.  $n = 4$  for each group. Mean  $\pm$  s.e.m. One-way ANOVA.

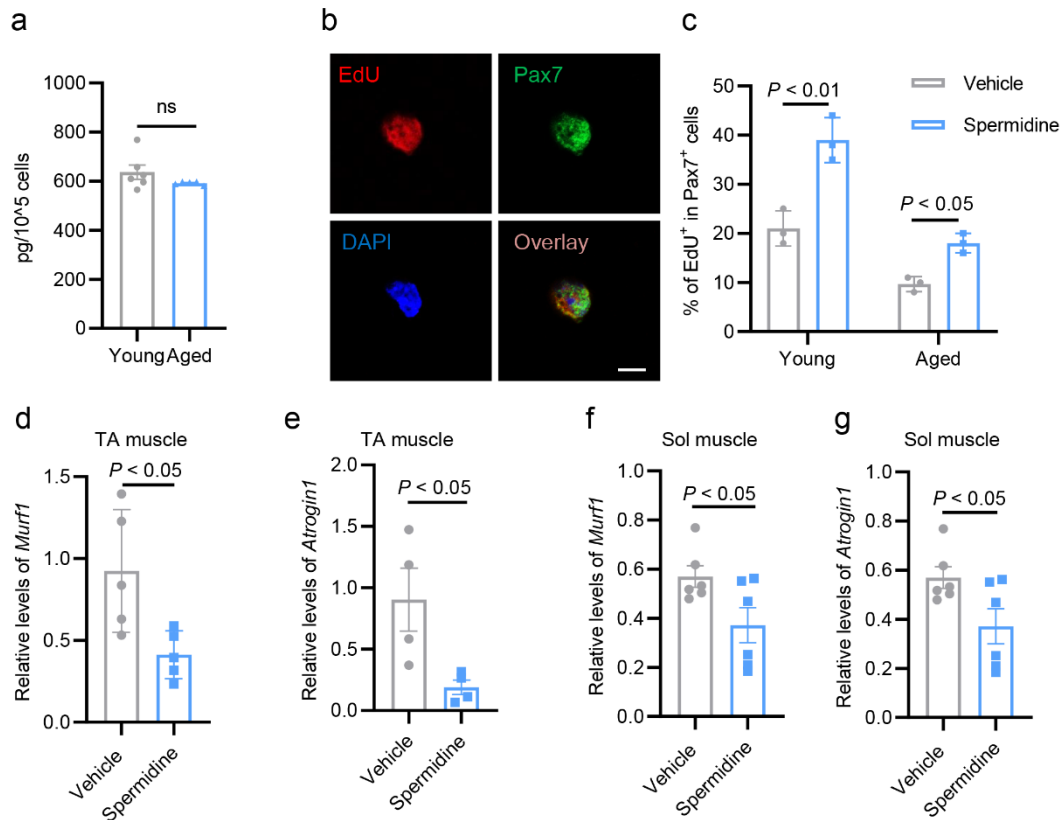

**Supplementary Fig. S6. Spermidine promotes activation of aged SCs and improves muscle physiological function in aged mice.** **a** Level of spermine in SCs isolated from young (6 months) and aged (30 months) mice.  $n = 5$  for each group. Mean  $\pm$  s.e.m. Two-tail Student's  $t$ -test. **b** Representative images of immunostaining for Pax7 (green) and EdU (red) among FACS-resolved SCs that had been cultured *in vitro* for 36 h. DAPI (blue) served to visualize nuclei. **c** Percentage of EdU<sup>+</sup> cells among total Pax7<sup>+</sup> cells of SCs isolated from young and aged mice and treated with 10  $\mu$ M of spermidine for 36 h. PBS served as a control (vehicle).  $n = 3$  per group. Mean  $\pm$  s.e.m. Two-way ANOVA. **d,f** Relative levels of *Murf-1* in *Tibialis Anterior* (TA) muscles (**d**) and *Soleus* (Sol) muscles (**f**) from the aged mice described in **Fig. 6f**, as determined by RT-qPCR.  $n = 5$  per group. Mean  $\pm$  s.e.m. Two-tail Student's  $t$ -test. **e,g** Relative levels of *Atrogin-1* in *Tibialis Anterior* (TA) muscles (**e**) and *Soleus* (Sol) muscles (**g**) from the aged mice described in **Fig. 6f**, as determined by RT-qPCR.  $n = 5$  per group. Mean  $\pm$  s.e.m. Two-tail Student's  $t$ -test.

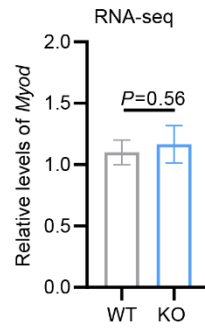

**Supplementary Fig. S7. eIF5A selectively translates *Myod* mRNA in ASCs.** Relative levels of *Myod* in *eIF5A*-KO and WT cells, as determined by triplicate experiments of bulk cell RNA-seq. Mean  $\pm$  s.e.m. Two-tail Student's *t*-test.

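The relative levels in this figure compare Myod between genotypes in the RNA-seq libraries. In the FPKM table of the authors, Myod1 had 140, 292 and 233 FPKM in WT replicates 1 to 3, a mean of 222 ± 77.0 (SD, n = 3). The libraries labelled eIF5A-KO had 186, 146 and 105 FPKM, a mean of 145 ± 40.7 (SD, n = 3). The ratio of the means, labelled eIF5A-KO over WT, was 0.656. The genotypes overlapped, and an exact two-sided permutation test of the difference of means gave p = 0.3, where 0.1 is the smallest p that 3 libraries against 3 allow. Computed from the counts, the ratio was 0.654.

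**Figure D3:**
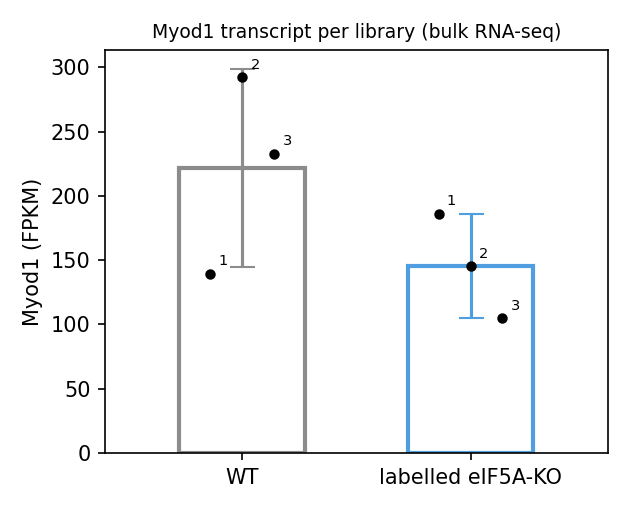
Myod1 level in FPKM in each library, WT on the left and labelled eIF5A-KO on the right. Points are libraries with their replicate numbers, bars the mean and error bars the SD; WT libraries sit between 140 and 292 FPKM and those labelled eIF5A-KO between 105 and 186 FPKM.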

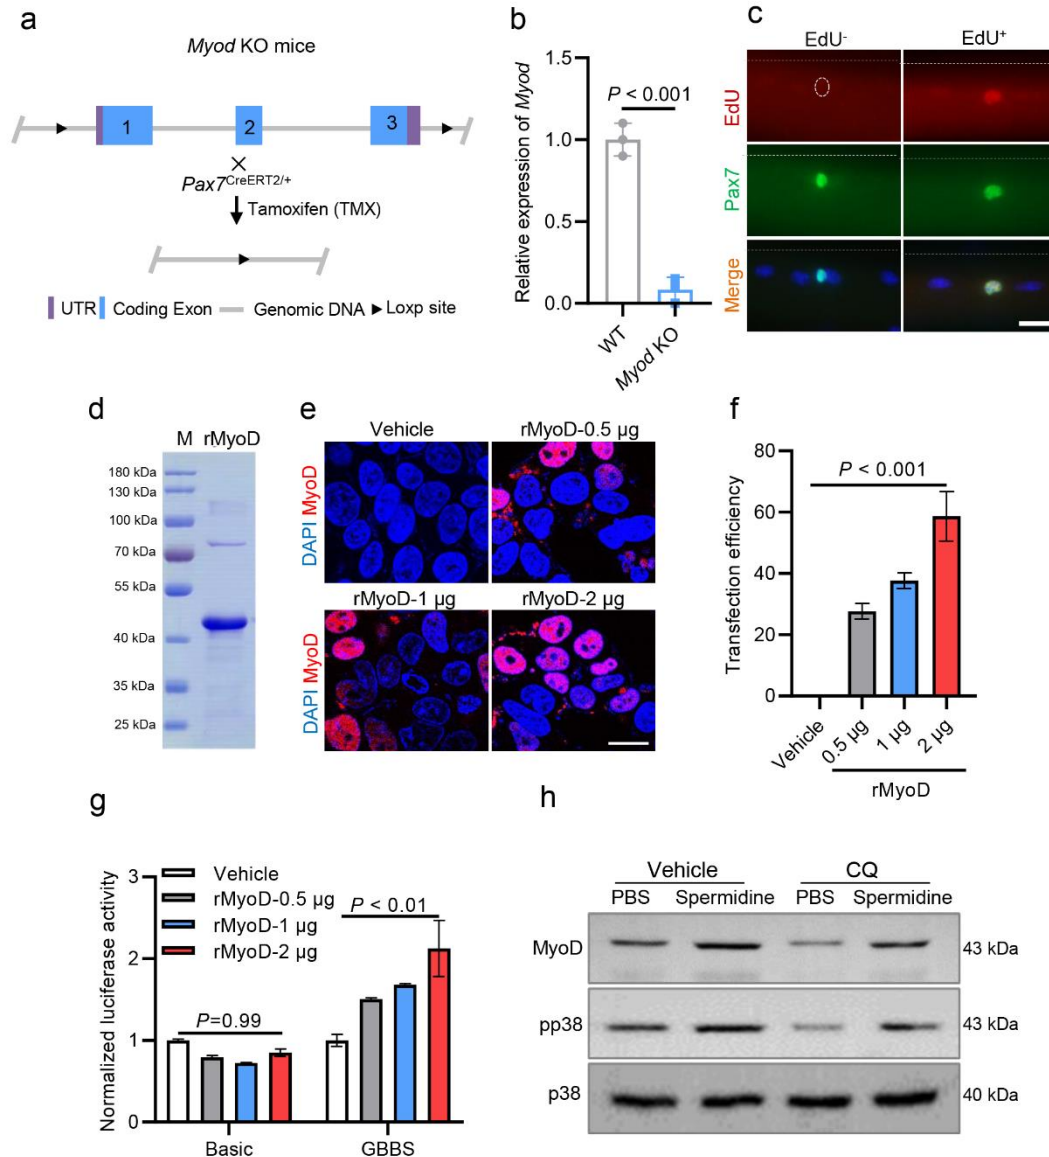

**Supplementary Fig. S8. Spermidine-eIF5A-mediated translation of *Myod* is required for SC activation.** **a** Schematic diagram showing generation of inducible SC-specific *Myod*-KO mice (*Pax7*<sup>CreERT2/+</sup>; *Myod*<sup>f/f</sup>). **b** Relative expression levels of *Myod* in SCs from *Myod*-KO mice and WT controls, as determined by RT-qPCR.  $n = 3$  per group. Mean  $\pm$  s.e.m. Two-tail Student's *t*-test. **c** Representative images of EdU (red) and Pax7 (green) in EDL-derived single myofibers obtained from inducible SC-specific *Myod*-KO mice and WT controls. DAPI served to visualize nuclei. Scale bar, 20  $\mu$ m. **d** Coomassie brilliant blue-stained SDS-PAGE gel showing recombinant His-tagged-MyoD protein. **e** Representative images of immunofluorescent staining of MyoD (red) in HEK293 cells transfected with the indicated dose of MyoD. DAPI (blue) served to visualize nuclei. Scale bar, 50  $\mu$ m. **f** Transfection efficiency were quantified in

**e. g** Luciferase activity assay in HEK293 cells co-transfected with the plasmids of MyoG promoter reporter and various dose of MyoD protein. GBBS is a plasmid containing MyoG gene promoter. Basic is a plasmid without any promoter elements. Data are presented as mean  $\pm$  s.e.m from three independent experiments. Significance was assessed by Two-way ANOVA.

**h** Western blots showing protein levels of MyoD, phosphorylated form of p38 (pp38) and total p38 in FACS-sorted MuSCs treated with spermidine in presence or absence CQ for 6 h. DMSO treatment as control (vehicle).

How the deposited data were processed for this re-analysis (not part of the article)

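Bulk RNA-seq of primary myoblasts was analysed, with 3 libraries from WT cells and 3 from cells labelled eIF5A-KO, all at day 2. The authors extracted total RNA with TRIzol, prepared libraries with an NEBNext Ultra kit, mapped the reads to mm10 with HISAT and deposited the number of reads counted on each gene, without normalization. The methods name DEGSeq2 as the tool that computed the read coverage of each gene. A second table of the authors holds FPKM. Its denominator per library was checked against the counts and equalled the median-of-ratios size factor multiplied by the geometric mean of the count totals. Gene identifiers and coordinates are those that accompany the counts, and they were checked against the GENCODE annotation of GRCm38. The paper's other assays of these cells were not analysed here.

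Total counts ranged from 16281216 to 17734551 per library. Of 54532 genes, 26956 had at least 1 count in any library. The main comparison, libraries labelled eIF5A-KO against WT, used edgeR 4.0.16 in R 4.3.3 on the counts: filterByExpr with its default limits, TMM factors, the quasi-likelihood F test with a prior count of 2, and Benjamini-Hochberg adjustment over the 14679 tested genes. An adjusted p under 0.05 was the threshold, without a fold limit, and the paper's criterion was applied as a second count. No covariate was used, because the methods describe no pairing of the libraries. For Myod1, an exact two-sided permutation test of the difference of means was run on the FPKM values. CPM values use the TMM factors, errors are standard deviations unless a standard error is named, and confidence intervals are at 95%. Reads carry no molecular identifiers, so that limits from counting cover counting error alone.

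The genes to be named were fixed before the data were examined: those that the paper names in its text or in Fig. 7h, and the 5 with the largest increase and the 5 with the largest decrease among genes with an adjusted p under 0.05, no overlap between the groups and a mean of at least 5 CPM. Of the genes past the threshold, 2 met this rule. After the data were examined, 1 gene was left out of the list of genes that the paper names, for a reason unrelated to its values, and p-values adjusted over the list alone are over the remaining genes. In the same way, 13 lists of genes were fixed: polyamine synthesis and hypusination, autophagy, myogenic differentiation, satellite cell markers, cell cycle, integrated stress response, p53 targets, fibroblast, macrophage, endothelial and mural cell markers, ribosomal proteins and mitochondrial transcripts. They were tested with camera of limma 3.58.1, two-sided, with a preset correlation of 0.01 between genes and adjustment over the lists. Satellite cell and myogenic differentiation lists shared 2 tested genes. Xist and 4 Y-linked genes were read per library.

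The tests were run on simulated data with the totals of the counts and the dispersions of their trend over abundance. In these data 200 of 14679 genes were changed, and 30 more were lowered as a list. In edgeR, 105 of the 114 genes changed by a log2 fold change of 2 in size and 43 of the 86 changed by 1 were called, with 8 unchanged genes called and a slope of 0.998 of estimated on simulated changes. DESeq2 called 144 of the changed genes and 17 unchanged ones, limma-voom 152 and 7, and limma on log2(FPKM + 1) 122 and 7 with a slope of 0.730. A simulated list of 30 lowered genes had p = 4.8e-13 with the preset correlation, 0.0012 with an estimated correlation and 0.00037 with fry; a simulated list of unchanged genes had p = 0.289, 0.295 and 0.112.

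The alternatives, fixed before the data were examined, were DESeq2's size factors, upper-quartile factors or library size alone in place of TMM factors; library sizes and factors without mitochondrial transcripts and the 10 most abundant genes; no filter, or at least 10 counts in every library; DESeq2 1.42.0, limma-voom, or limma on log2(FPKM + 1) or log2(FPKM + 0.1) in place of edgeR; a replicate block, with the replicate number as a block; each library left out in turn; and, for the lists, a correlation estimated from the data or fry. A fit was also repeated after a loess trend of fold change on gene length and GC content had been taken out. Copies of genes were searched by aligning annotated transcripts with blastn 2.17.0. Each of the 10 splits of the 6 libraries into 3 and 3 was tested as the real one was.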

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

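The paper reports Myod from these libraries, and the results in this part are signals in the other genes of the same libraries. The lists hold some genes that the paper discusses, such as Myog, beside others. The tests of the gene counts against other splits, of library scaling, of cell type shares, of single lists against other splits and of the lists with smaller medians were chosen only after the results were seen. All directions refer to the libraries by their labels, and Eif5a was not lower in those labelled eIF5A-KO.

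An adjusted p under 0.05 was found for 3 genes, Myh11, Il18rap and Lamb3. Of the 10 splits of the 6 libraries, the real one included, 2 gave as many such genes, 2 as many genes past the paper's criterion and 2 as many with an unadjusted p under 0.05. The design cannot give a share of splits under 1 of 10, so that chance and the labels cannot be told apart by these counts. The split that joined WT replicate 1 with replicates 1 and 2 labelled eIF5A-KO gave more: 8 genes with an adjusted p under 0.05, 344 past the criterion and 2403 with an unadjusted p under 0.05. The 10 most abundant genes took 8.54%, 5.81% and 6.65% of the counts in those 3 libraries and between 5.01% and 5.05% in the others. The labels name no batch that follows this split, and no batch term was fitted. The calls of the 3 genes also depended on the scaling and on single libraries: 0 genes passed in 5 of the 6 fits without one library, in which between 585 and 1318 genes had an unadjusted p under 0.05. Without WT replicate 1, 56 genes passed, these 3 included. After the trend on gene length and GC content was taken out, 0 genes had an adjusted p under 0.05 and 863 an unadjusted one.

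Of the 13 lists, 8 passed an adjusted p under 0.05 in the camera test with its preset correlation. None of these calls held with a correlation estimated from the data or under fry, where 0 lists passed; before adjustment, 2 and 3 lists had a p under 0.05. These were the cell cycle list, with unadjusted values of 0.0443 and 0.0270 from limma, the mural cell list, with 0.00887 and 0.0116, and, under fry, the autophagy list, with 0.0295. Other splits of the libraries also gave such calls, from 4 to 10 lists, and 3 of the 10 splits gave as many as the real one. The preset correlation thus gave calls for splits that mix the genotypes.

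Cell cycle genes had a median log2 fold change of -0.49, with 29 of 30 genes lower (camera adjusted p = 7.5e-21, and 0.288 with an estimated correlation). The groups did not overlap for 20 of the 30 genes, where chance gives 10%. An unadjusted p under 0.05 was found for 17 genes, and 13 passed when adjusted over the list alone, against 0 over all genes. Gene length and GC content are argued against as the whole cause, since the median was -0.483 after that trend was taken out. Scaling is argued against by the median relative to all tested genes, which was -0.478. With each library left out, the median nearest 0 was -0.411, and the call was kept in all 6 fits. The kept call says little by itself, because 6 of the 10 splits, the real one included, gave a call for this list. Only the real split gave a median as far from 0, which is 1 of 10 splits and the smallest share this design allows. What stays open is a smaller share of a dividing cell type: the lowest median among the 5 cell type lists was -0.0424, in the satellite cell list, whose genes went both ways (7 higher, 9 lower). That explanation and a lower rate of division in the same cells cannot be told apart from bulk counts. A difference tied to the genotype is a hypothesis that the design names and that the unchanged Eif5a transcript leaves untested.

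Myogenic differentiation genes had a median of -0.58, with 26 of 28 genes lower (camera adjusted p = 1.4e-13, and 0.332 with an estimated correlation). An unadjusted p under 0.05 was found for 11 genes, and 6 passed when adjusted over the list alone, against 0 over all genes. The length and GC trend and scaling are argued against, since the median was -0.556 after the trend was taken out and -0.573 relative to all tested genes. Without WT replicate 2 it shrank to -0.286 and without WT replicate 1 it grew to -0.93, so that its size depended on these libraries. The list kept its direction and its call in all 6 fits without one library. The kept call says little, because 9 of the 10 splits, the real one included, gave a call for this list. Including the real one, 4 of the 10 splits gave a median at least as far from 0. A smaller share of myogenic cells stays open, since the satellite cell list, with a median of -0.0424, went both ways and does not decide it. Differentiation that differed between cultures for other reasons was not tested.

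Endothelial markers had a median of 0.45, with 12 of 12 genes higher (camera adjusted p = 4.7e-06), and mural cell markers one of 0.52, with 8 of 8 higher (5.4e-09); Myh11 is among the latter. With an estimated correlation the adjusted p was 0.347 and 0.115. Adjusted over the list alone, 0 endothelial and 3 mural genes passed, against 0 and 1 over all genes, while 2 and 4 had an unadjusted p under 0.05. The length and GC trend is argued against, since the smaller of both medians was 0.410 after it was taken out. Both lists kept their direction and call in all 6 fits without one library. The kept calls say little, because 6 of the 10 splits gave a call for endothelial and 5 for mural markers, the real split included. The endothelial median fell to 0.209 without WT replicate 1 and to 0.29 without replicate 3 labelled eIF5A-KO, and the mural one ranged from 0.31 without that replicate to 0.99 without WT replicate 2. Median endothelial levels at least as far apart were found in 5 of the 10 splits, and mural ones in 2. A larger share of these cells in the cultures labelled eIF5A-KO may explain the direction, but the values of 5 and 2 splits leave chance open. The genotype stays open as a biological explanation and was not tested.

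The 4 other lists had smaller medians. Ribosomal proteins were at -0.19, with 70 of 82 genes lower (camera adjusted p = 0.0015), and mitochondrial transcripts at -0.24, with 19 of 25 lower (0.0456). Both rose above 0 without WT replicate 1, to 0.0700 and 0.111, and lost their calls. Without replicate 3 labelled eIF5A-KO both calls were lost as well, at medians of -0.076 and -0.044, while without WT replicate 2 the medians grew to -0.39 and -0.38 and the mitochondrial one reached -0.44 without replicate 2 labelled eIF5A-KO. WT replicate 1 had the highest mitochondrial share, so that 1 library may account for both patterns. The length and GC trend is a second candidate explanation for the mitochondrial transcripts, whose median became 0.0254 once it was taken out; ribosomal proteins stayed at -0.17. Targets of p53 were at 0.15, with 13 of 19 higher (0.0279), and fibroblast markers at 0.15, with 11 of 20 higher (0.0064). The p53 call was lost without replicate 3 labelled eIF5A-KO (median 0.0415) and without WT replicate 1 (0.059), and its median grew to 0.24 without WT replicate 3. The fibroblast call was lost without replicate 2 labelled eIF5A-KO (0.0093) and without WT replicate 3 (0.026), and its median ranged up to 0.33 without replicate 3 labelled eIF5A-KO. For both lists, too, 1 library may account for the call. Medians at least as far from 0 came from 8 of the 10 splits for ribosomal proteins, 7 for mitochondrial transcripts, 3 for p53 targets and 3 for fibroblast markers. No biological explanation was tested for these lists.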

How the results depend on the processing

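Myod1 was lower in the libraries labelled eIF5A-KO with an adjusted p above 0.05, under all 17 alternatives, with a log2 fold change from -0.85 to -0.36. In CPM its permutation p was 0.3, as in FPKM, and its ratio 0.654. The alternatives were set before the data were examined.

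Counts of genes with an adjusted p under 0.05 (1 higher and 2 lower) depended on the processing. DESeq2's size factors in the edgeR fit, library size alone, limma-voom, limma on log2(FPKM + 1) or log2(FPKM + 0.1), and at least 10 counts in every library each gave 0 and 0, with 992, 966, 961, 980, 980 and 907 genes at an unadjusted p under 0.05. The cause was not tested, apart from the last, which tested 13454 genes and left out Lamb3 and Trim63, so that neither has a value there. Without a filter, 65 genes were higher and 184 lower; DESeq2 gave 19 and 73. These larger numbers also came from splits that mix the genotypes: from 26 to 803 genes without a filter and from 0 to 473 with DESeq2, and 2 of the 10 splits gave as many as the real one in either. With a replicate block, 7 genes were higher and 17 lower, but the correlations across genes of the deviations from the group mean, between libraries of the same number, were 0.084, -0.160 and 0.105, so that the numbers do not pair the libraries. The 3 genes of the main comparison were among those called in every setting that called any. Across the 6 fits that each left out one replicate, the counts ranged from 0 to 8 higher and from 0 to 48 lower, both largest without WT replicate 1.

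By the paper's criterion (78 higher, 194 lower), no filter gave 180 and 512, at least 10 counts in every library 40 and 123, limma on log2(FPKM + 1) 12 and 47, and limma on log2(FPKM + 0.1) 51 higher. An adjusted in place of an unadjusted p left 1 and 2. Leaving out one replicate gave from 69 to 163 higher and from 188 to 318 lower. Without WT replicate 1 they were 163 and 318, without WT replicate 2 151 higher, and without replicate 3 labelled eIF5A-KO 126 higher. Genes that were higher made up 28.7% of those past the criterion, and 44.5% without WT replicate 2. The number of lists past the threshold was 8, 10 without a filter, from 6 to 9 with one replicate left out, and 0 with an estimated correlation and 0 with fry, in which 2 and 3 lists had an unadjusted p under 0.05. The cause was not tested.

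Several genes named by the paper had changes that turned. Most of these were small in the main comparison, but Runx1 was at -0.37 and Csf3 at 0.26. Sat1 was at -0.0032 with upper-quartile factors. Paox was at 0.0022 without mitochondrial transcripts and the 10 most abundant genes, 0.0055 without a filter, 0.028 with limma-voom, 0.013 and 0.025 with limma on log2(FPKM + 1) and log2(FPKM + 0.1), and 0.019 with a replicate block. Smo was at 0.0018 without a filter and 0.0026 and 0.0033 with limma on the same FPKM scales. With one replicate left out, the range was -0.13 to 0.23 for Eif5a, -0.27 to 0.37 for Myf5, -0.048 to 0.19 for Odc1, -0.069 to 0.19 for Smox, -0.22 to 0.54 for Sat1, -0.13 to 0.28 for Paox, -0.12 to 0.43 for Hdac4, -0.14 to 0.086 for Smo, -0.66 to 0.076 for Runx1, -0.048 to 0.37 for Fbxo32, -0.31 to 0.51 for Csf3 and -0.20 to 0.14 for Oaz1. The cause was not tested.

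The direction of the list test turned for satellite cell markers without a filter (median -0.076). With one replicate left out it turned for polyamine genes (medians from -0.069 to 0.19), satellite cell markers (-0.35 to 0.19), the integrated stress response (-0.058 to 0.085), macrophage markers (0.0059 to 0.77), ribosomal proteins (-0.39 to 0.070) and mitochondrial transcripts (-0.44 to 0.11). For the named genes other than Myod1 and Eif5a, 508 of 576 values under the alternatives kept their direction and side of the threshold, 32 lost and 6 gained the threshold and 30 turned. For Eif5a, 14 of 17 kept both and 3 turned. For the lists it was 126 of 169, with 22 lost, 6 gained and 15 turned.

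Depth did not limit the values of Myod1 and Eif5a, with at least 3451 counts on Myod1 in each library. It limits Lamb3, with 4 to 11 counts in the libraries labelled eIF5A-KO, and Il18rap, with 16 to 22.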

Differences from the paper's values

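The ratio of Myod in eIF5A-KO over WT cells is about 1.1 in Supplementary Fig. S7, read by eye, as the paper's value. The FPKM values of the authors gave 0.656 for the libraries labelled eIF5A-KO over WT. The larger group SD, that of WT, was 0.348 of the WT mean. The errors in Supplementary Fig. S7, which its legend gives as SEM, are up to about 0.15, read by eye. An SEM is smaller than the SD of the same libraries, so that 0.348 and 0.15 are unlike measures. The single alternative set before the data were examined for this ratio, CPM from the counts with TMM factors, gave 0.654 and left the gap open.

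The paper's figure has the eIF5A-KO bar above the WT bar. Myod1 was lower in the libraries labelled eIF5A-KO in the main comparison (log2 fold change -0.61, edgeR adjusted p = 0.794) and under all 17 of its alternatives. The paper states that the level did not differ, and no difference passed the adjusted threshold here.

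The paper describes the cells as primary myoblasts from eIF5A-KO mice. It reports the loss of eIF5A in SCs, for the mRNA by real-time RT-PCR of fresh cells (Supplementary Fig. S4c). For the protein it used staining and western blotting (Supplementary Fig. S4d and Fig. 8a). The RNA-seq libraries came from cultured myoblasts, so that even the mRNA values are from unlike cells. The Eif5a transcript had a log2 fold change of 0.02 between the libraries labelled eIF5A-KO and WT.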

Other observations

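In this part, the tests of exchanged libraries, of cells without active Pax7-CreERT2, of shortened transcripts, of sex-linked genes and of Rplp0 copies were chosen only after the results were seen.

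Eif5a was not lower in the libraries labelled eIF5A-KO. An exchange of single libraries between the groups stays open. The highest level was 1.62 times the lowest among the 6 libraries, and no library had lost the transcript. This argues against an exchange only if a knockout library has fewer counts on the whole gene, which the explanations below leave undecided. WT replicate 1 and replicates 1 and 2 labelled eIF5A-KO had 1603, 1364 and 1459 CPM. WT replicates 2 and 3 and replicate 3 labelled eIF5A-KO had 986, 1238 and 1059 CPM. The split that gave the most genes joined the same libraries. Reads of near-identical copies counted on Eif5a stay open as a cause. Gm14016, Eif5al3-ps and Gm42779, which align to Eif5a at 91.7% to 97.2% identity, had 0 counts per 100 counts on Eif5a in the 6 libraries. Among pseudogenes of Rplp0, the 4 with 96.4% to 98.7% identity had from 39 to 4206 counts in total. Some of these may be reads of Rplp0 itself, so that they do not show that reads of copies were told from the gene. The 4 with 90.2% to 94.2% had 0, as the Eif5a copies did, and tell nothing by themselves. The 0 counts on the copies of Eif5a therefore do not decide whether such copies added to its level. Another candidate explanation is reads from cells in which Pax7-CreERT2 is not active. The median level of endothelial, fibroblast and mural cell markers in the libraries labelled eIF5A-KO was 219 CPM, against 38.1 CPM for satellite cell markers. This is what such a mixture needs, but it does not give its share. Some satellite cell markers reached the levels of the other markers, and the markers of other cell types were abundant in WT as well. The interval of the Eif5a fold change reaches down to 0.705, so that a fall by a larger part of the transcript lies outside it. A transcript that lacks the deleted exons but is still counted on the gene also stays open: the count of the whole gene, with its log2 fold change of 0.0209, cannot tell it from the intact one. Loss of the protein, which the paper shows by western blotting in SCs (Fig. 8a), was not analysed here.

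Transcripts typical of other cell types were abundant in all 6 libraries. Among endothelial markers, Eng had from 292 to 854, Cdh5 from 244 to 819 and Pecam1 from 282 to 820 CPM. The fibroblast markers Dcn, Fn1 and Ly6a had from 628 to 1542, from 520 to 1308 and from 618 to 852 CPM, and Pdgfrb, Mcam and Notch3 of the mural cell list from 162 to 417, from 53.9 to 156 and from 23.7 to 127 CPM. The most abundant satellite cell markers were at similar levels, with from 424 to 566 CPM for Cd34, from 321 to 638 for Sdc4 and from 189 to 439 for Des. Pax7 had from 8.29 to 51.7 and Myod1 from 196 to 550 CPM. The median of the 12 endothelial markers was 199 CPM in WT and 281 CPM in the libraries labelled eIF5A-KO. Macrophage markers stayed low, with at most 75.0 CPM for Lyz2. How many of the fibroblast markers myoblasts express themselves, and how many of the satellite cell markers other cell types express, was not tested.

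Of the 13 lists, 5 did not pass an adjusted p under 0.05 in the camera test. Their medians were 0.06 for autophagy (adjusted p = 0.0648), 0.31 for macrophage markers (0.105), 0.04 for the integrated stress response (0.265), 0.05 for polyamine synthesis and hypusination (0.609) and -0.04 for satellite cell markers (0.802). Autophagy genes passed without a filter (0.0177), without WT replicate 1 (0.0388, median 0.10) and after the length and GC trend was taken out (0.0338), with a range of 0.0177 to 0.332 over the alternatives. Without WT replicate 1 the polyamine list also passed, with a median of 0.19 and an adjusted p of 0.0388, and the satellite cell list, with a median of -0.35. Macrophage markers passed without a filter (adjusted p = 0.0472), without WT replicate 2, with a median of 0.77, and without replicate 3 labelled eIF5A-KO, with one of 0.68. Their adjusted p ranged from 3.9e-06 to 0.826 over the alternatives.

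Myog passed the threshold over all genes without a filter, with a replicate block (adjusted p = 0.0331) and without WT replicate 1 (0.0182), and its adjusted p over the 17 alternatives ranged from 7.3e-27 to 0.735. Its log2 fold change lay between -3.50, without replicate 1 labelled eIF5A-KO, and -2.12, without WT replicate 2. Pax7 passed without a filter and without WT replicate 1 (0.0278), within a range of 5.4e-07 to 0.9998, and its log2 fold change ranged from -1.85 without WT replicate 1 to -0.84 without WT replicate 2. Myh4, with a log2 fold change of -1.11 in the main comparison (adjusted p = 0.836), passed without a filter (0.0105). With one library left out its log2 fold change ranged from -2.11 to -0.49. Fits without a filter also called up to 803 genes in splits that mix the genotypes.

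Xist was lower in the libraries labelled eIF5A-KO, with 192, 183 and 118 CPM against 301, 256 and 326 CPM in WT (log2 fold change -0.84, edgeR adjusted p = 0.398). A smaller share of cells from female animals would raise Y-linked genes, and the median log2 fold change of the 4 Y-linked genes was -0.0698, from -0.30 to 0.28. The Y-linked genes varied together within each group. Ddx3y had 13.4, 33.5 and 9.33 CPM in WT replicates 1 to 3 and 5.08, 14.8 and 33.3 CPM in those labelled eIF5A-KO, and all 4 genes were lowest in replicate 1 labelled eIF5A-KO and highest in WT replicate 2 and replicate 3 labelled eIF5A-KO. With Xist in every library, this is consistent with cells of both sexes in shares that differed between libraries of the same group. It leaves open whether such shares explain the difference in Xist between the groups, because the spread within groups was large beside the median. Replicate 1 labelled eIF5A-KO, with the lowest Y-linked levels, had less Xist than each WT library. The paper's text does not give the sex of the donors for these cells. Xist was chosen after its values were seen.

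Gm8730 and Gm9625, annotated pseudogenes of Rplp0 with 98.7% and 97.4% identity to it, were higher in each library labelled eIF5A-KO than in any WT library. Their log2 fold changes were 2.82 and 2.95 (edgeR adjusted p = 0.193 and 0.0768). For each 100 counts on Rplp0, both copies together had from 0.315 to 0.342 in WT and from 1.29 to 3.57 in the libraries labelled eIF5A-KO, with a mean of 2.08. Reads of Rplp0 that map to the copies because of a donor variant may explain this, as may expression of the copies themselves, and the value of 2.08 cannot tell them apart without the reads. Both genes were chosen after their values were seen. The genotype of the donors stays open as well.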
